# Expression Profiles of Long Noncoding RNAs and Messenger RNAs in a Rat Model of Spinal Cord Injury

**DOI:** 10.1155/2023/6033020

**Published:** 2023-01-19

**Authors:** Jian Cao, Tao Tang, Jianye Tan, Qi Chen, Jinghong Yuan, Tao Li, Xigao Cheng

## Abstract

Spinal cord injury (SCI) is a serious disorder of the central nervous system with a high disability rate. Long noncoding RNAs (lncRNAs) are reported to mediate many biological processes. The aim of this study was to explore lncRNA and mRNA expression profiles and functional networks after SCI. Differentially expressed genes between SCI model rats and sham controls were identified by microarray assays and analyzed by functional enrichment. Key lncRNAs were identified using a support vector machine- (SVM-) recursive feature elimination (RFE) algorithm. A trans and cis regulation model was used to analyze the regulatory relationships between lncRNAs and their targets. An lncRNA-related ceRNA network was established. We identified 5465 differentially expressed lncRNAs (DE lncRNAs) and 8366 differentially expressed mRNAs (DE mRNAs) in the SCI group compared with the sham group (fold change > 2.0, *p* < 0.05). Four genes were confirmed by qRT-PCR which were consistent with the microarray data. GSEA analysis showed that most marked changes occurred in pathways related to immune inflammation and nerve cell function, including cytokine-cytokine receptor interaction, neuroactive ligand-receptor interaction, and GABAergic synapse. Enrichment analysis identified 30 signaling pathways, including those associated with immune inflammation response. A total of 40 key lncRNAs were identified using the SVM-RFE algorithm. A key lncRNA-mRNAs coexpression network was generated for 230 951 lncRNA-mRNA pairs with half showing positive correlations. Several key DE lncRNAs were predicted to have “cis”- or “trans”-regulated target genes. The transcription factors, Sp1, JUN, and SOX10, may regulate the interaction between XR_001837123.1 and ETS 1. In addition, five pairs of ceRNA regulatory sequences were constructed. Many mRNAs and lncRNAs were found to be dysregulated after SCI. Bioinformatic analysis showed that DE lncRNAs may play crucial roles in SCI. It is anticipated that these findings will provide new insights into the underlying mechanisms and potential therapeutic targets for SCI.

## 1. Introduction

Spinal cord injury (SCI) is a serious form of central nervous system injury, frequently caused by falls, car accidents, or sports injuries. SCI can be devastating when it leads to irreversible impairment of the motor, sensory, and autonomic functions of the spinal cord and can seriously affect the patient's mental health. In the world, 250 000 to 500 000 new cases of SCI occur every year, according to the World Health Organization (WHO) [1]. If the injury is located in the upper cervical region, the patient may have quadriplegia. In contrast, injuries at the chest or waist level can lead to paralysis of the patient's lower limbs, known as paraplegia. SCI is associated with a variety of complex processes pathogenic mechanisms, including cellular edema, neuronal death, oxidative stress, and inflammation, that complicate treatment and management [2].

Many studies have been conducted on the molecular mechanisms of glial cell activation and polarization, neuronal death, and glial scar formation caused by SCI. Recent studies have demonstrated the involvement of many genetic and signaling pathways in SCI, some of which may become key therapeutic targets. These include SARM1 [3], CCL3 [4], the PI3K/AKT/Foxo1 pathway [5], Nrf2/HO-1 signaling [6], and SIRT-1/NF-*κ*B signaling [7]. However, despite the identification of various molecular and cellular mechanisms involved, much of SCI remains a mystery.

A comprehensive understanding of transcriptional regulation is essential for understanding most biological processes. The role of lncRNAs in various cellular processes cannot be overstated; these include transcription, posttranscription, translation, and epigenetic regulation [8]. lncRNAs are expressed in the nervous system where they act as sponges to capture miRNA and interact with RNA-binding proteins [8]. There is significant evidence that the lncRNAs KCNQ1OT1 [9] and Malat1 [10] function as competing endogenous RNAs and influence the recovery process after traumatic brain injury. It is thus reasonable to speculate that after SCI, there will be significant changes in the expression levels of lncRNA in the cells and tissues, and some of these specific changes may provide new directions for treating SCI.

In this study, we used the Agilent Rat ceRNA Microarray to screen differentially expressed lncRNAs and mRNAs (DE lncRNAs and mRNAs, respectively) in injured spinal cord tissue in rats. Coexpression of genes and functional and pathway enrichment analyses were used to annotate the functions of key lncRNAs. A cis/trans regulation analysis was also conducted to analyze the relationships between lncRNAs and mRNAs. As well, a ceRNA regulatory network related to lncRNAs was established.

## 2. Materials and Methods

### 2.1. Rat SCI Model

The Nanchang University Animal Center provided us with male Sprague Dawley (SD) rats weighing 200 g to 250 g. The Ethics Committee of the Second Affiliated Hospital of Nanchang University approved the study. Six rats were maintained for a minimum of one week until the model surgery was performed. Three rat SCI models were established by the modified Allen method. Inhalation of isoflurane was used to anesthetize rats and place them on an operating table in prone position. The head and limbs were held in place, and the fur along the back was removed for skin preparation. After strict disinfection, a median incision of approximately 3 cm in length was made at the T10 level. The skin, subcutaneous tissue, and myofascia were carefully separated and dissected, exposing and fenestrating the T10 lamina. The spinal cord was carefully exposed without damaging the dura mater. A heavy hammer weighing 10 g with a diameter of 2.5 mm was allowed to fall freely from a height of 8 cm, fully impacting the dural sac; the hammer was then retracted immediately after SCI. After the blow, the rats show a tail-wagging reflex with twitching and stretching of both hind limbs and the body; this is a stress reflex and indicates the success of the modeling. The sham operation group received the same procedure without injury to the spinal cord.

### 2.2. Microarray and Data Analyses

Six male Sprague Dawley (SD) rats were analyzed using the Agilent Rat ceRNA Microarray 2019 (8 ^∗^ 60K, design ID: 086243) chip. Three days after SCI, we extracted spinal cord RNA using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA). The RNA purity and concentration were determined using the Nanodrop ND-2000 (Thermo Fisher). The total RNA was reverse-transcribed to cDNA, and cRNA was synthesized and labeled with cyanine-3-CTP. The microarray chipsets were hybridized with the labeled cRNAs. A single array of hybridized mRNA plus lncRNA was scanned using an Agilent Scanner G2505C (Agilent Technologies, CA, USA).

Analyzing the array data was performed with GeneSpring software v13.0 (Agilent Technologies). The probes with more than 75% samples of one group flagged “detected” were selected for further data analysis. A quantile algorithm was used to normalize the raw data. The threshold values for DE mRNA and DE lncRNA between the two groups were ≥2 or ≤ −2 fold change (FC), *p* < 0.05. A hierarchical clustering technique was used to evaluate DE gene clustering patterns on the same platform. China's OEbiotech (Shanghai, China) conducted the data analysis. The array of microarray data has been deposited in Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/), with accession number GSE218088.

### 2.3. Screening Key Differentially Expressed lncRNAs

To extract DE lncRNAs with high prediction accuracy, the support vector machine- (SVM-) recursive feature elimination (RFE) algorithm was used for identifying key DE lncRNAs. Specifically, SVM-RFE recursively removes ground influence factors allowing for better genetic screening. This method was implemented using the cfe function in the “caret” package (6.0-93), and the fitted prediction function was cross-validated.

### 2.4. lncRNA Coexpression Analysis and Gene Functional Annotation

An analysis of volcano plots was used to identify lncRNAs and mRNAs that had statistically significant expression differences. Hierarchical clustering was used to analyze diacritical lncRNA and mRNA expression patterns. GO (http://geneontology.org/) and KEGG (http://www.genome.jp/kegg/) pathway enrichment analyses were also performed on DE mRNAs to gain a deeper understanding of their roles. The DE lncRNAs were classified to explore their potential functions.

Coexpression networks were constructed from DE mRNAs and lncRNAs. The Pearson correlation coefficient between two genes had to be greater than 0.99 to be considered significant. Cytoscape (v3.7.2) was used to construct coexpression networks of mRNAs and lncRNAs that were significantly correlated.

### 2.5. GSEA

Gene Set Enrichment Analysis (GSEA, v2.2.2) is a powerful and flexible analytic method that can determine whether a previously defined group of genes (rather than a single gene) show consistent significant differences between two biological states. The GSEA does not only consider genes with significant DE but all genes. In GSEA, significance is assessed by permuting the class labels, which preserves gene correlations and thus provides a more accurate null model. We performed GSEA to investigate whether GO terms or pathways associated with specific genes differed between the two groups.

### 2.6. Target Prediction

Both “cis” and “trans” regulatory mechanisms are used for regulating lncRNAs. The presence of cis regulation was predicted for coexpressed mRNA-lncRNA pairs with Pearson's correlation coefficients greater than 0.99, while the FEELnc software (v 0.2.1) was used to identify possible mRNA-binding sites in the 100 kb window upstream or downstream of lncRNA [11]. Prediction of trans regulation was performed using RIsearch-2.0 (https://rth.dk/resources/risearch/) [12]. Using its screening conditions, this predicted that more than 10 bases are required for direct nucleic acid interaction between coexpressed lncRNAs and mRNAs; in addition, the binding free energy of the base was not greater than -100 [13]. The screened interacting lncRNAs and mRNAs may be directly regulated. To identify potential regulatory targets, the JASPAP (http://jaspar.genereg.net/) and GTRD (v 16.07) databases were used to identify interactions between lncRNAs and their transcription factors (TFs) [14, 15]. Network software package in R (v 3.2.0) was used to construct the TF-lncRNA-mRNA network.

### 2.7. Targeted DE lncRNAs Associated ceRNA Network Construction

Predictions of lncRNA/mRNA and miRNA binding to targets were performed using miRBase22 (https://www.mirbase.org/) with a binding free energy of less than -20. DE lncRNAs and DE mRNAs were defined as those showing greater than 0.99 relative |PCC| expression values. A ceRNA network was then constructed using lncRNA-miRNA and miRNA-mRNA regulatory pairs. With the exception of overlapping miRNA binding, Cytoscape (v 3.7.2) identified mRNAs with the same expression patterns as lncRNAs to construct an lncRNA-miRNA-mRNA ceRNA network.

### 2.8. qPCR

Spinal cord tissues were assayed for lncRNA expression using quantitative real-time PCR (qRT-PCR). We chose two lncRNAs (NONRATT019701.2 and XR_001838273.1) with potential regulatory relationships with the Cdca3 and F10 genes, respectively. TRIzol (Takara, Japan) was used to extract total RNA from spinal cord samples. Spinal cord RNA was reverse-transcribed to cDNA using PrimeScript™ RT Master Mix (Takara, Japan). SYBR Premix Ex Taq II kits (Takara, Japan) were used for the RT-qPCR analysis as carried out in accordance with the manufacturer's instructions. The data were analyzed by the 2-△△CT method. The lncRNAs and mRNAs primers are listed in Supplementary Table 1.

## 3. Results

### 3.1. Identification of DE lncRNAs and mRNAs in SCI

Using microarray analysis, we determined the mRNA and lncRNA expression profiles in SCI rats. 

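Spinal cord RNA of 3 rats with SCI and 3 sham rats, which had a laminectomy without injury, was taken 3 days after surgery and hybridized as cyanine-3-labeled cRNA to the rat ceRNA microarray, with 1 rat per array. The paper names TRIzol for the extraction, and the deposited sample description names a mirVana kit. For each array the authors deposited the scanner output, in which Feature Extraction gives every spot an intensity after subtraction of the local background. The authors also deposited a table of the same 6 arrays as log2 values after quantile normalization across the arrays. Each array holds 61537 spots other than controls, which belong to 60148 probes. The deposited files name a probe only by the array design's own identifier. That identifier marks 3046 probes as circRNA probes. The other 57102, taken here as the probes for lncRNAs and mRNAs, carry no transcript or gene name. Their sequences were not matched to transcripts, so that lncRNA and mRNA probes were not counted separately. The log2 intensities of the scanner output were quantile normalized across the 6 arrays, and the spots of 1 probe were averaged. SCI and sham were compared for each probe with limma's moderated test, with p values adjusted by the Benjamini-Hochberg method over all probes kept. Where a probe was not well above background on any array of a group, only a lower bound of the fold change is given. The bound takes the brighter group's mean log2 value and, for the dimmer group, the mean over its arrays of the higher of the probe's own value and the array's lowest well-above-background value. The 3 sham arrays lay on 1 slide and the 3 SCI arrays on another, scanned 227 days apart, so that slide and group cannot be told apart. The number of arrays limits the precision, and an exact permutation test of 3 rats against 3 cannot give a two-sided p below 0.10.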

We show the distribution of the two sets of data before and after normalization through box plots in order to understand the distribution of the data (Supplement Figure 1). Specifically, an FC of >2 and a *p* < 0.05 were considered significant threshold values for defining upregulation or downregulation of genes, and cluster maps and volcano plots were used to compare the mRNA and lncRNA expression profiles between the SCI and sham groups (Figure 1).

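Before normalization, the median log2 intensity lay between 5.57 and 5.66 on the sham arrays and between 5.57 and 5.63 on the SCI arrays. The lower quartile was 2.70, 2.78 and 2.74 on the 3 sham arrays and 2.16, 2.32 and 2.28 on the 3 SCI arrays. The upper quartile lay between 8.09 and 8.17 on the sham arrays and between 8.36 and 8.38 on the SCI arrays. The local background had a median intensity of 32 or 33 on the sham arrays and of 19 on each SCI array. After normalization, every array had a lower quartile of 2.50, a median of 5.61 and an upper quartile of 8.26. The normalized values and the authors' own log2 values of the same array had a median absolute difference of 0.0011. No spot other than controls was saturated, and saturation of the control spots was not counted.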

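Across the probes kept, which are not independent replicates, Pearson's correlation was between 0.984 and 0.989 for arrays of the same group and between 0.863 and 0.912 for arrays of different groups. The arrays also carry probes for 10 spike-in transcripts, which are added to the samples before labeling, with 35 spots per probe. On all 6 arrays, 8 of the spike-in probes were well above background. After normalization, all 8 were higher on the SCI arrays than on the sham arrays, by 0.57 to 2.09 on the log2 scale, and the SD between the 3 arrays of a group was at most 0.08. Before normalization, the differences ranged from 0.96 to 2.43. The spike-in probe E1A_r60_a22 had a log2 signal of 9.70 ± 0.04 (SD, n = 3) in sham and 11.79 ± 0.03 (SD, n = 3) in SCI. The other 2 spike-in probes were well above background on at most 2 of the arrays and went opposite ways. After normalization, SCI minus sham was -1.68 for E1A_r60_3 and 1.64 for E1A_r60_a104, values that rest largely on signals under background.

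**Figure D1:**
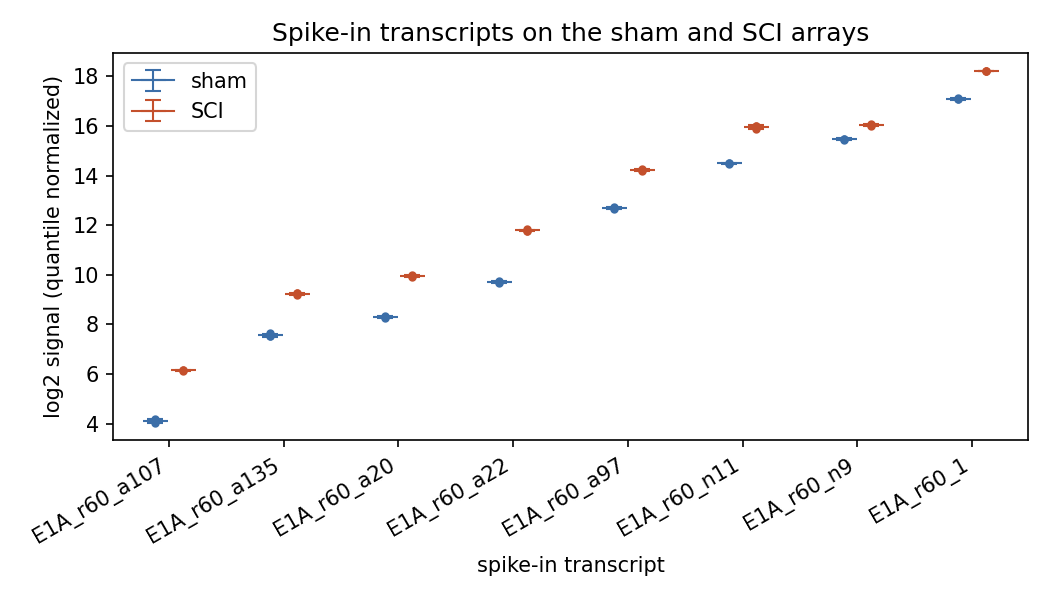
Normalized log2 signal of the 8 spike-in transcripts well above background on all 6 arrays, ordered along the x axis by their signal in sham. Small points are the 3 arrays of a group, wide ticks their mean and error bars their SD; each transcript sits higher in SCI, by 0.57 to 2.09.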

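Between 42046 and 42300 probes were well above background on the sham arrays, and between 39774 and 40962 on the SCI arrays. A probe was kept for the comparison when it was well above background on all 3 arrays of at least 1 group, which 42289 of the 60148 probes were. Of these, 36184 met this condition in both groups, 3869 in sham alone and 2236 in SCI alone. Without the 2842 circRNA probes among them, 39447 probes for lncRNAs and mRNAs were tested. On no array were 13598 of the 60148 probes well above background.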

In total, 5465 DE lncRNAs were identified. Of these, 2307 were found to be upregulated in the SCI group while 3158 DE lncRNAs were downregulated (Table 1). 

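At the paper's threshold, a change of at least 2-fold and an unadjusted p under 0.05, limma counted 14488 DE probes for lncRNAs and mRNAs together, which is 36.7% of the 39447 tested. Of these, 6710 were higher and 7778 lower in the SCI group. The alternative that moved the count most was a normexp background correction before the normalization, with 50 added to every intensity. It gave 5804 DE probes, 2902 higher and 2902 lower. Adding 50 makes log2 differences between dim signals smaller, and its share in the lower count was not tested. Among the probes higher in SCI, 898 were not well above background on any sham array, and 1755 of the lower ones were not on any SCI array. Of the DE probes, 9971 were well above background on all 6 arrays. In 1877 of these the change exceeded 2.09 on the log2 scale, the largest difference among the measured spike-in transcripts, and 1189 of the 1877 were higher in SCI. Since all 8 measured spike-in transcripts were higher in SCI, 2.09 gives no scale for the probes lower in SCI.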

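Each entry of Table 1 was assigned to a probe by its values, since the deposited files hold no transcript names. For all 20 entries, exactly 1 of the probes had the fold change and the p of Table 1, to within 1 unit of the last digit printed, when computed from the authors' log2 values with the ordinary linear model without moderation. The direction and size of the change are therefore part of the assignment, and the values per array are what it adds. NONRATT000346.2 was the only one of the 5 upregulated lncRNAs in Table 1 that was well above background on all 6 arrays, with a log2 signal of 4.62 ± 0.18 (SD, n = 3) in sham and 11.21 ± 0.53 (SD, n = 3) in SCI. Its log2 fold change was 6.59 (standard error 0.27, adjusted p = 4.3e-05 from limma), and every SCI array was higher than every sham array. NONRATT021749.2 was well above background on 1 of the 3 sham arrays and had a fitted log2 fold change of 6.80 (standard error 0.59, adjusted p = 0.00025 from limma), which rests in part on signals under background and was 6.04 with the signals of each array raised to its lowest well-above-background signal. The other 3 were not well above background on any sham array and have lower bounds. NONRATT006251.2 was at least 52.7-fold higher in SCI, with a log2 signal of 8.67 ± 0.68 (SD, n = 3) there. XR_590951.1, a transcript of LOC103691483 in the GRCr8 gene table, was at least 44.3-fold higher. NONRATT006253.2 was at least 30.6-fold higher. Of the alternatives, normexp moved these values most and gave NONRATT021749.2 a log2 fold change of 3.18.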

The top five significantly upregulated DE lncRNAs, with log2FC values ranging from 7.6 to 6.6, were NONRATT006251.2, XR_590951.1, NONRATT021749.2, NONRATT000346.2, and NONRATT006253.2. 

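Among the downregulated lncRNAs of Table 1, NONRATT024533.2 had a log2 value of 14.62 ± 0.26 (SD, n = 3) in sham and 8.68 ± 0.39 (SD, n = 3) in SCI. It fell by 5.94 on the log2 scale (standard error 0.23, adjusted p = 3.9e-05 from limma). NONRATT014374.2 fell by 5.58 (standard error 0.25) and NONRATT006738.2 by 5.47 (standard error 0.35), with adjusted p of at most 0.00010 in limma. These 3 were well above background on all 6 arrays. XR_001838225.1 and XR_001836692.1 were not well above background on any SCI array. The first was at least 8.06-fold lower in SCI, from a sham log2 signal of 6.45 ± 0.33 (SD, n = 3). The second was at least 14.3-fold lower, from a sham signal of 7.28 ± 0.25 (SD, n = 3). All 5 were lower on each SCI array than on every sham array.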

The top five most significantly downregulated DE lncRNAs, with log2FC values ranging from -6.1 to -5.4, were XR_001838225.1, NONRATT006738.2, NONRATT014374.2, NONRATT024533.2, and XR_001836692.1 (Table 1).

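With the Benjamini-Hochberg adjustment in place of the unadjusted p, 14339 of the 39447 probes for lncRNAs and mRNAs were past a 2-fold change and an adjusted p of 0.05 in limma, 6650 higher and 7689 lower in SCI. Of the same 39447 probes, 26270 had an adjusted p under 0.05, and 11931 of these changed by less than 2-fold. Leaving out each array in turn gave between 13207 and 14930 DE probes, the lowest without SCI replicate 1 and the highest without sham replicate 3. With the ordinary linear model without moderation, 13248 probes were past the same threshold.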

We then identified 8366 DE mRNAs by comparing the total mRNA changes between the two groups. Of these, 4089 were upregulated, and 4277 were downregulated (Figure 1). 

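The balance of directions moved with the processing. Of the DE probes at the paper's threshold, 53.7% were lower in SCI, and 61.1% were lower when the arrays were scaled to their 75th percentile instead. When signals under an array's lowest well-above-background signal were raised to it, 6551 probes were higher and 6523 lower. Restricting the comparison to the 33577 probes well above background on all 6 arrays left 9990 DE probes, 4854 higher and 5136 lower. From the lncRNAs and mRNAs past its threshold, the paper states that expression profiles were dysregulated in rats with SCI.

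**Figure D2:**
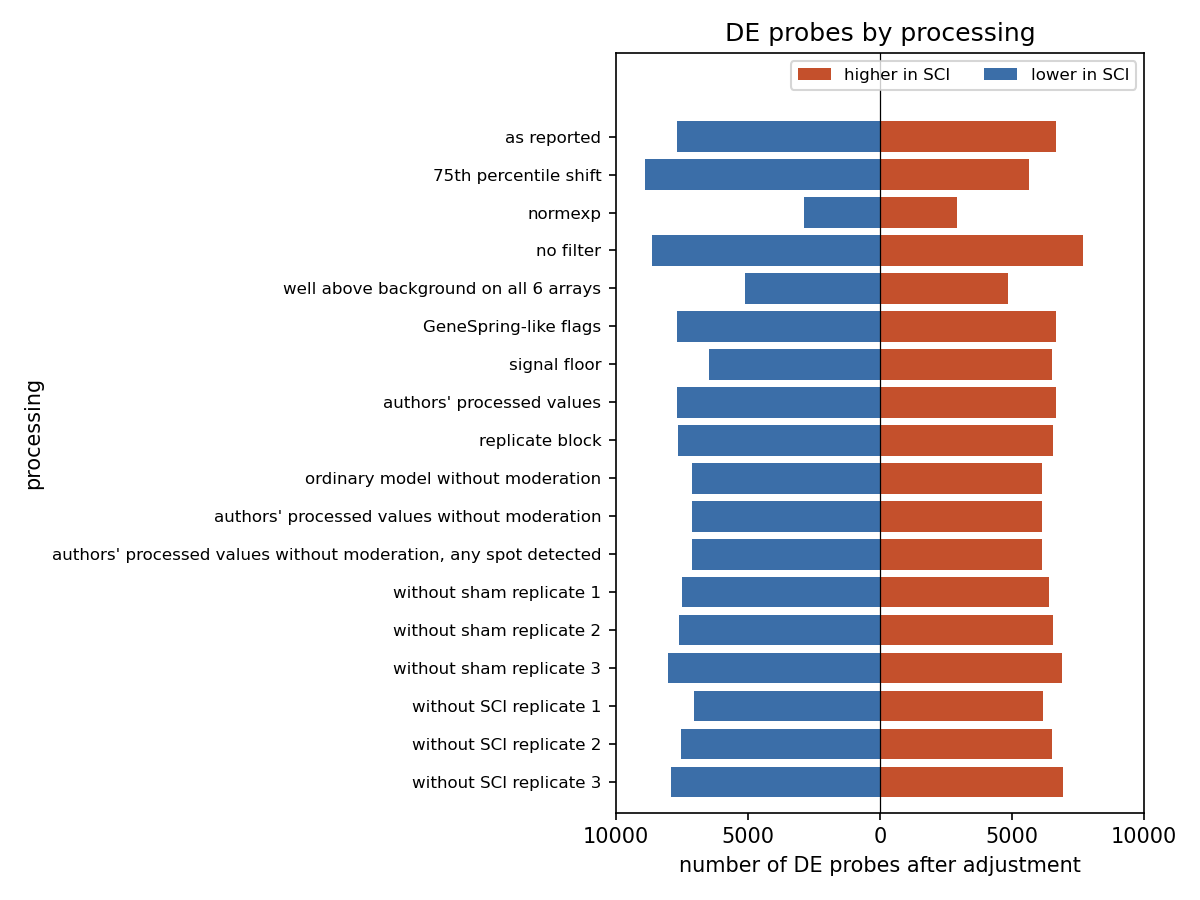
Number of DE probes for lncRNAs and mRNAs together after the Benjamini-Hochberg adjustment (x axis), higher in SCI to the right and lower to the left of 0, for each way of processing the arrays (y axis). Normexp, with 50 added to every intensity, is the shortest bar, with 5786 DE probes against 14339 as reported.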

The five most significantly upregulated DE mRNAs in the SCI group were XM_006236630.3, ENSRNOT00000009392, XM_017592759.1, ENSRNOT00000077186, and ENSRNOT00000077158, all of which showed log2FC values between 9.7 and 7.8. 

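ENSRNOT00000077158, the only one of these 5 mRNAs that was well above background on all 6 arrays, had a log2 signal of 5.46 ± 0.18 (SD, n = 3) in sham and 13.24 ± 0.33 (SD, n = 3) in SCI. Its log2 fold change was 7.78 (standard error 0.19, adjusted p = 3.0e-05 from limma). ENSRNOT00000077186 was well above background on 2 of the 3 sham arrays and ENSRNOT00000009392 on 1. Their fitted log2 fold changes, which rest in part on signals under background, were 7.95 (standard error 0.28) and 8.73 (standard error 0.50), with adjusted p of at most 7.4e-05 in limma. With the signal floor, that of ENSRNOT00000009392 was 7.75. Without sham replicate 3, the only sham array that measured it, ENSRNOT00000009392 has a lower bound alone, at least 244-fold higher in SCI, where the fit to all arrays gives 424-fold. XM_006236630.3 was not well above background on any sham array and was at least 261-fold higher in SCI, with a log2 signal of 10.98 ± 0.05 (SD, n = 3) there. XM_017592759.1, a transcript of Ly49si2 in the GRCr8 gene table, was not well above background on any sham array either and was at least 165-fold higher. Since these are lower bounds, the order of the 5 mRNAs by fold change is not fixed by the arrays.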

The five most significantly downregulated DE mRNAs in the SCI group were ENSRNOT00000089734, XM_006232396.2, ENSRNOT00000034394, ENSRNOT00000086508, and ENSRNOT000000881, which showed log2FC values between -5.9 and -5.6 (Table 1).

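None of these 5 mRNAs was well above background on all 3 SCI arrays. ENSRNOT00000086508 was on 2 of them and fell by 5.87 on the log2 scale (standard error 0.29, adjusted p = 5.6e-05 from limma), from a signal of 9.72 ± 0.48 (SD, n = 3) in sham to 3.85 ± 0.35 (SD, n = 3) in SCI. XM_006232396.2 was on 1 of them and had a fitted log2 fold change of -5.80 (standard error 0.42, adjusted p = 0.00014 from limma). It was -5.19 with the signal floor, and without SCI replicate 3, the only SCI array that measured it, a bound of -5.21 is left. ENSRNOT00000034394, ENSRNOT00000089734 and ENSRNOT000000881 were not well above background on any SCI array. They were at least 39.3-fold, 20.7-fold and 19.8-fold lower in SCI, respectively. Over the 20 transcripts of Table 1, each SCI array lay on the same side of every sham array, and 10 of the 20 fold changes are lower bounds.

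**Figure D3:**
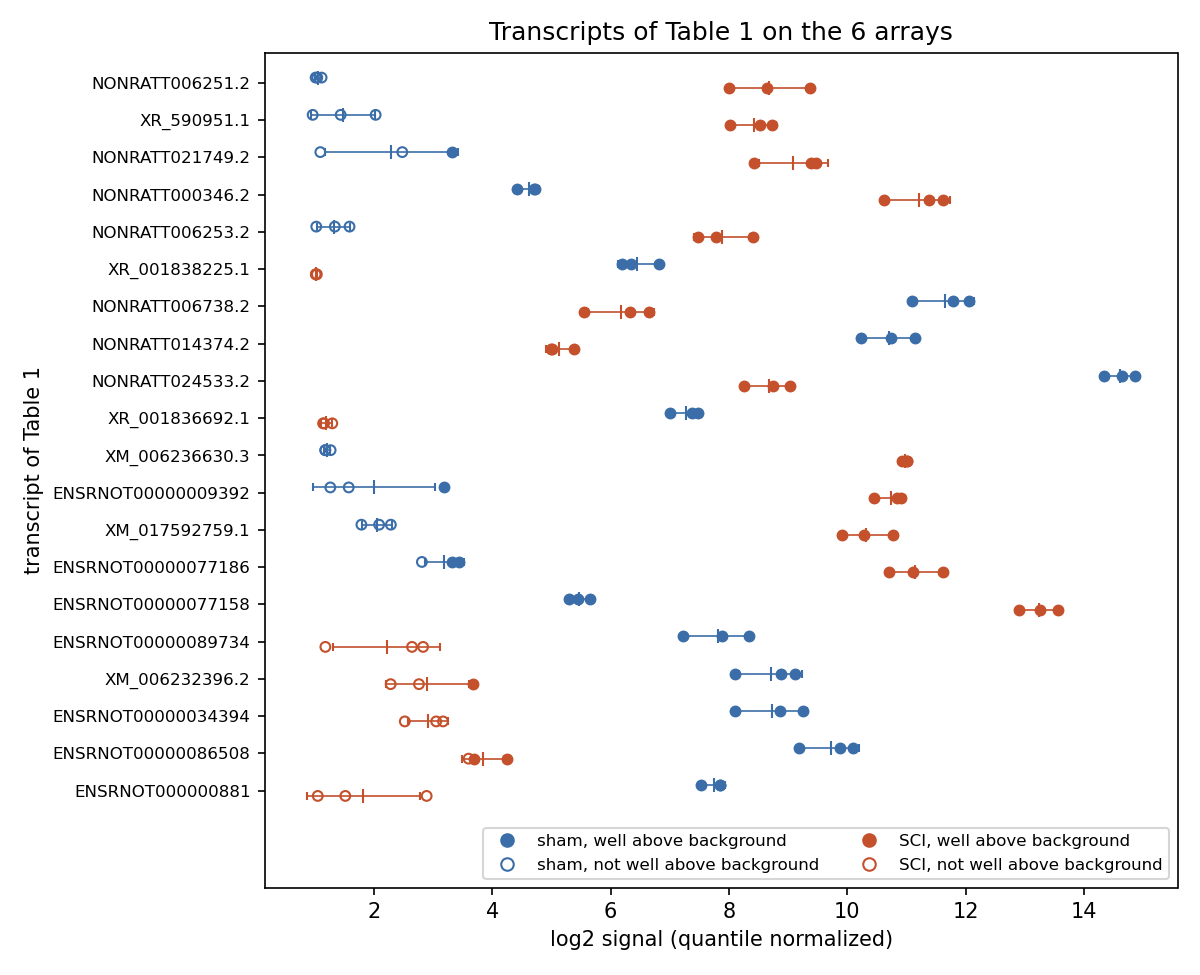
Normalized log2 signal (x axis) of the 20 transcripts of Table 1 (y axis) on the 3 sham and the 3 SCI arrays, with ticks for the mean and bars for the SD. Open circles mark arrays on which the probe was not well above background; for 10 of the transcripts all 3 circles of 1 group are open.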

### 3.2. Functional Enrichment Analysis of DE mRNAs

The enrichment of DE mRNAs in GO and KEGG pathways was then investigated to predict their functions and associated pathways. The GO analysis of DE mRNAs identified changes in the cellular component (CC), biological process (BP), and molecular function (MF) GO categories. The 30 most significantly enriched GO terms are shown in Figure 2(a). It can be seen that the DE mRNAs were mainly enriched in the BPs of potassium ion transmembrane transport, inflammatory response, and regulation of ion transmembrane transport. The most important MFs were related to protein binding, cell adhesion molecule binding, and identical protein binding. Of the CCs, the significantly enriched GO terms included integral component of plasma membrane, cell surface, and synapse.

KEGG analysis identified a number of significantly enriched pathways associated with SCI, as shown in Figure 2(b); these included neuroactive ligand-receptor interaction, cholinergic synapse, lysosome, NF-*κ*B signaling pathway, and glutamatergic synapse. Supplementary Figure 2 provides greater detail on these enriched terms and pathways.

In order to further explore the enrichment and analysis of DEGs in the SCI and sham groups, we analyzed their potential molecular functions through GSEA and found that neuroactive ligand-receptor interaction (rno04080)- and GABAergic synapse (rno04727)-related genes were significantly downregulated in the SCI group, while cytokine-cytokine receptor interaction (rno04060)- and TNF signaling pathway (rno04668)-related genes were significantly upregulated (Figure 2(c)). These results indicate that SCI is associated with a shift in the immune response toward a proinflammatory state, together with a sharp decline in pathways related to nerve cell function.

### 3.3. Identification of Key lncRNAs

The SVM-RFE algorithm was utilized for dimensionality reduction screening of the DE lncRNAs. As described in Materials and Methods, lncRNAs with the lowest RMSE (standard error) values in the model were selected as key lncRNAs. This resulted in the identification of 40 key lncRNAs (Figure 3 and Supplementary Table 2).

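The key lncRNAs were not located among the probes. The deposited files pair no probe with a transcript name, and the probe sequences were not matched to transcripts. What the arrays offer to such a selection can be counted over all 39447 probes for lncRNAs and mRNAs. In 29036 of them, or 73.6%, the 3 SCI values all lay on the same side of the 3 sham values, where chance gives 10%. Over all 42289 probes kept, the median SD within a group was 0.20 on the log2 scale.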

### 3.4. Construction of lncRNA-mRNA Coexpression Network

Based on the correlation analysis between DE mRNAs and DE lncRNAs, a key lncRNA-mRNA coexpression network was constructed to explore gene interactions in SCI. Significant mRNA-lncRNA pairs (of no more than 6000 nucleotides in length) with Pearson's correlations of no less than 0.99 and *p* values > 0.05 were selected. This identified 230 951 key lncRNA-mRNA pairs with coefficient scores > 0.99. Most of these (115 244/230 951) were positively associated (Figure 4(a)). 

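Pairs were counted over the 14488 DE probes for lncRNAs and mRNAs together, because the 40 key lncRNAs were not assigned to probes. Of the 104943828 possible pairs of these probes, 4469029, or 4.26%, had a Pearson coefficient of at least 0.99 in size over the 6 arrays. The median DE probe had 341 such partners. The probe with the most had 2643, or 18.2% of the other DE probes. The 40 DE probes with the most partners had 102243 pairs in all, a number that no other 40 of the DE probes can exceed. With a coefficient of at least 0.95 this limit was 382694. Leaving out 1 array raised it to between 125334 and 164144, with 154805 without sham replicate 3 and 164144 without SCI replicate 3, since fewer arrays give more coefficients past 0.99.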

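Of the 4469029 pairs of DE probes past 0.99, 57.5% had a positive coefficient. The 6 arrays fall into 2 separate groups, so that a high coefficient can arise from the difference between the groups. For 500 DE probes drawn at random against all DE probes, 4.30% of the pairs were past 0.99. When the values of the drawn probes were shuffled among the arrays of the same group, a mean of 2.99% of the pairs were past it over the 35 other orders, which is 69.7% of the unshuffled share.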

Circos diagrams were generated with drawing software to display the comparison between the groups in a more intuitive manner (Figure 4(a)).

Each key lncRNA coexpressed with an mRNA was analyzed for functional and KEGG pathway enrichment analyses. It is possible that lncRNAs function in a similar manner to the GO and KEGG enrichment analyses of genes. The top three GO results were positive regulation of NF-*κ*B transcription factor activity, phagocytosis engulfment, and inflammatory response in the BP category; membrane, microtubule cytoskeleton, and kinesin complex in CC; and voltage-gated ion channel activity, phospholipid binding, and SH3 domain binding in MF (Figure 4(b)).

We then investigated KEGG pathway enrichment analysis in relation to the first category (cellular processes, environmental information processing, genetic information processing, human diseases, metabolites, and biological system). Each class of dysregulated mRNA was found to be associated with the top 10 pathways, as shown in Figure 4(c). The top pathways for cellular processes included apoptosis, lysosomes, and necroptosis. In terms of environmental information processing, the top pathways were cell adhesion molecules, NF-*κ*B signaling pathway, and cytokine-cytokine receptor interaction. These results indicate that the candidate genes were associated with the top pathways, especially those related to cell death and immune inflammation.

### 3.5. “Cis” Analysis of the DE Key lncRNA and Adjacent Coexpression DE mRNA in SCI

lncRNAs may cis regulate coding genes that are located close to the lncRNAs and with which they are coexpressed. Therefore, we screened the adjacent genes of the dysregulated key lncRNAs with stringent selection criteria (intergenic distance < 100 kb). After comparison between the SCI and sham groups, 20 top cis-regulated lncRNAs and mRNAs were identified in the SCI group, as shown in Figure 5(a). Among these “cis” genes, Adgrg1 is associated with oligodendrocyte precursor cell proliferation and the number of myelinated axons [16], and NFATc4 is associated with neuronal apoptosis [17].

### 3.6. Trans Regulation of Key DE lncRNAs in SCI and Construction of a Key lncRNA-TF-Target Gene Network

A diagram of the top 500 key lncRNA-mRNA pairs was compiled using the network software package (Figure 5(b)). lncRNA XR_359945.3 was predicted to transregulate 27 mRNAs, including Msr1, Ccnb1, and Apaf1, while lncRNA XR_594211.2 was predicted to transregulate three mRNAs, namely, Ncoa3, Phf21a, and Celf3.

Using the gene-TF pairs identified by GTRD database and the top 500 key lncRNA-mRNA coexpression pairs, we used network software to create a ternary regulatory network of lncRNAs, TFs, and mRNAs and draw a ternary regulatory network diagram. This analysis used the top 20 cis-related key lncRNAs and their coexpression of mRNAs.  Figure 5(c) shows the core TF–lncRNA–target gene relationship map showing the differences between the SCI and sham-operation groups. This core map contains 7 lncRNAs, 10 target genes, and 3 core TFs. Five lncRNAs and six mRNAs were found to be modulated by the TF Sp1, whereas four lncRNAs and eight mRNAs were modulated by SOX10. Specifically, it was found that Sp1, JUN, and SOX10 can simultaneously regulate lncRNA XR_001837123.1 and *Ets1*. This map allows a more comprehensive understanding of the relationships between lncRNAs, target genes, and transcription factors, as well as additional information for future studies.

### 3.7. Construction of a ceRNA Regulatory Network

We constructed a ceRNA network based on top 500 key lncRNA-mRNA coexpression pairs. This showed five pairs of ceRNA regulatory sequences, including two lncRNAs (NONRATT019701.2 and XR_001838273.1), three miRNAs (rno-miR-1224, rno-miR-760-3p, and rno-miR-6318), and five mRNAs, including *Cdca3*, *Mcm10*, *Mki67F10*, *Iqgap3*, and *F10* (Figure 6).

### 3.8. Verification of the Microarray Data by qPCR

To verify the accuracy of the microarray data, the expression of several genes, including NONRATT019701.2, XR_001838273.1, *Cdca3*, and *F10*, in the SCI group (*n* = 3) compared with the sham group (*n* = 3) was analyzed by qPCR. The results showed that these genes were highly expressed (*p* < 0.05), consistent with the microarray analysis results, as shown in Figure 7. What is more, a positive correlation was found between the expression of the selected two pairs of lncRNA and mRNA in SCI rats (*n* = 22) by qRT-PCR.

## 4. Discussion

Researchers have recently focused on noncoding RNAs in SCI. It has been found that regulating the expression of noncoding RNA can reduce neuronal apoptosis, glial scar formation, and inflammation occurring during SCI and can improve SCI prognosis [18–21]. One study showed that overexpression of miR-182 improved lipopolysaccharide-induced apoptosis and inflammation BV2 cells; finding could block the IKK *β*/NF-*κ*B signaling pathway to inhibit cell apoptosis and the inflammatory response, thus improving the secondary injury caused by SCI [22]. Liu et al. found that exosomes secreted by hypoxic preconditioned mesenchymal stem cells shuttled miR-216a-5p to regulate microglial M2 polarization through the TLR4/NF-*κ*B/PI3K/AKT signaling axis [23] while Yoo et al. found that overexpression of miR-7 can reduce neuronal death and increase axonal growth, enhancing the recovery of motor function after SCI [18]. These findings suggest that noncoding RNAs have the potential for development as therapeutic targets for human SCI. It has been confirmed that lncRNAs are important regulators in the pathophysiology of many diseases, and researchers have also observed that SCI is associated with TFs, mRNAs, and signaling pathways that exert significant regulatory effects [19, 24, 25]. Therefore, this study is aimed at uncovering the broad characteristics of mRNA and lncRNA expressions and their interactions and coexpression networks and predicting the regulatory function of lncRNA in SCI.

This study examined lncRNAs and mRNAs in a rat model of SCI and identified 5465 lncRNAs and 8366 mRNAs that showed significantly different expression between the SCI and sham groups. It was found that “inflammatory response,” “positive regulation of NF-*κ*B transcription factor activity,” “positive regulation of interleukin-6 production,” and “Toll-like receptor signaling pathway”-related mRNAs were significantly upregulated. The KEGG analysis showed that the upregulated mRNAs were significantly associated with the “NF-*κ*B signaling pathway,” “Toll-like receptor signaling pathway,” “NOD-like receptor signaling pathway,” and “apoptosis.” It is known that the Toll-like receptor (TLR) activates inflammation in inflammatory reactions in various pathological conditions of the spinal cord [26]. Activation of TLR induces the production of IFN, cytokines, and chemokines and activates the NF-*κ*B signaling pathway [26]. For example, TLR4 mediates NF-*κ*B/IL-1*β* activation which can aggravate the inflammatory injury of the blood spinal cord barrier (BSCB) and nerve cells after spinal cord ischemia reperfusion [27]. Pattern recognition receptors (PPRs) recognize specific molecular patterns associated with foreign molecules, such as those expressed on the surfaces of pathogens, and thus play a key role in the innate immune response [28]. NOD-like receptor (NLR) is one of the main components of PPRs [28]. Activation of cytosolic NLR leads to the cleavage of caspase-1 and its conversion from an inactive state to an active enzyme [28, 29]. Activated caspase-1 promotes the production of inflammatory factors such as interleukin-18, which aggravate nerve damage [29]. Interestingly, both GO and KEGG analyses showed that the upregulated mRNAs were associated with immune inflammation. Similarly, the GSEA analysis also suggested that the principal changes after SCI involved pathways related to immune inflammation. It is thus apparent that the immune inflammatory response following SCI plays an important role in the development of the disease.

Many mechanisms are involved in regulating noncoding RNA expression, including chromatin regulation, epigenetic modifications, promoter activity regulation, and posttranscriptional modifications [30, 31]. lncRNAs are usually defined as a transcript with a length of more than 200 nucleotides and have no protein-coding function [30]. Most lncRNAs have not yet been clearly defined in their functions. Our aim was to further understand the function of lncRNAs by predicting their target genes based on “cis” and “trans” regulation. We found a total of 5465 DE lncRNAs in this study. In order to improve the accuracy of prediction, we conducted dimension reduction analysis through SVM-RFE and selected 40 key lncRNAs with high sensitivity and specificity. In the present study, we showed that the *Adgrg1* gene is a cis target gene of lncRNA NONRATT014027.2 and that the *NFATc4* gene is the cis target gene of lncRNA XR_359945.3. Chiou et al. found that knockout of *Adgrg1* in oligodendrocyte precursor cells significantly reduced the proliferation of these cells and reduced the number of myelinated axons [16]. Li et al. reported that overexpression of *NFATc4* in neuronal cells promotes neuronal apoptosis [17]. We speculate that lncRNA NONRATT014027.2 and lncRNA XR_359945.3 are both closely related to the proliferation and apoptosis of nerve cells.

The unannotated lncRNA XR_001840939.1 was predicted to cis regulate *Mark1* by interacting with nearby protein-coding genes. In addition, lncRNA XR_001840587.1 was predicted to cis regulate *Cblb.* Cell polarity cannot be established or maintained without MARK/PAR-1 family kinases [32]. It has been reported in the literature that DAPK DD binds to the spacer of MARK1 and MARK2, thereby relieving the autoinhibitory interaction between their N-terminal and C-terminal fragments [33]. The activation of MARK1/2 mediates the regulation of microtubule dynamics by DAPK while DAPK, in turn, promotes the regulation of polarized axon growth by MARK [33]. We speculate that lncRNA XR_001840939.1 may be involved in regulating microtubule dynamics. The *CBLB* gene encodes a multifunctional adapter protein that acts as a RING family E3 ubiquitin ligase that inhibits the activation of T cells and B cells [34, 35]. Additionally, when RNF125 and Cblb are present simultaneously, they target NLRP3 for sequential K63 and K48 polyubiquitination, which keeps inflammasomes in check by inhibiting their activity [36]. It is likely that lncRNA XR_001840587.1 is involved in immune inflammatory reactions in SCI.

As transmode RNAs, lncRNAs influence gene expression by binding to proteins, DNA, and other RNAs far from the main transcription sites [37]. In this study, lncRNA XR_359945.3 was predicted to transregulate *Zfyve27*, *KSR1*, *ELK4*, *Gfi1*, and *Apaf-1*. Gene-knockout studies have shown that *Gfi1* is essential for granulocyte development and plays a role in the production of macrophage-dependent cytokines, suggesting that the protein is responsible for defense against different pathogens [38]. Zheng et al. reported that ELK4 may reduce the PJA2-dependent occupation of KSR1 by translational activation of KDM5A to promote M2 macrophage polarization, leading to the development of gastric cancer [39]. ZFYVE27 was found to participate in neurite formation by the promotion of directional membrane transport [40]. In addition, overexpression of ZFYVE27 led to extensive axonal growth in PC12 cells and hippocampal neurons [40]. These findings suggest that ZFYVE27 plays an important role in neuronal development and differentiation. Previous studies have also reported that downregulation of *Apaf-1*, a key molecule in the intracellular apoptotic pathway, appears to be the preferred strategy to prevent nonmitotic cell apoptosis, which is achieved through endogenous inhibition, microRNAs, and epigenetic changes, amongst other mechanisms [41]. The expression of *Apaf-1* gradually decreases during brain development, enhancing the resistance of neurons to apoptosis [42]. Thus, lncRNA XR_359945.3 may be involved in the regulation of neuronal apoptosis, immune inflammation, and axonal regeneration.

This study also predicted regulatory transcription factors, and an lncRNA-TF-target gene network was constructed. The network showed several TFs that regulate the function of lncRNAs, such as Sp1, JUN, and SOX10. Sp1 functions in various physiological and pathological processes to bind DNA via its C2H2 zinc finger structure [43]. As shown by previous studies, Sp1 regulates the inflammatory response associated with many diseases [44, 45]. Qin et al. reported that preventing Sp1 activation can effectively inhibit OGD/R-induced microglial inflammatory activation [46]. JUN is a dimerization chaperone (Jun, Fos, and Atf families) and multimotif combiner (TRE, CRE, and some variants) and thus plays an important role in many biological processes, including proliferation, death, and regeneration [47]. In both rat CNS and mouse DRG neurons, JUN-ATF3 dimers promote neurite outgrowth [47]. A study on diabetes peripheral neuropathy by Jiao et al. found that miR-7a-5p regulation ameliorated mitochondrial dysfunction and reduced apoptosis via the VDAC1/JNK/c-JUN pathway [48]. The *SOX10* gene and SOX10 protein are responsible for the gliogenesis of glial cells in neural crest cells [49]. Furthermore, Xie et al. found that downregulation of Sp1 alleviated neuropathic pain-like behaviors after neutral alignment via the HDAC1/SOX10 axis [50]. Interestingly, we also found that Sp1, JUN, and SOX10 were involved in regulating XR_001837123.1 and Ets1. The lncRNAs associated with these three transcription factors may have similar functions. However, the specific function of these lncRNAs requires further investigation.

In the key lncRNA-ceRNA network, lncRNA NONRATT019701.2 acts as a sponge for rno-miR-1224 to regulate the target genes *Cdca3* or *Mcm10* or sponge for rno-miR-760-3p to regulate *Mki67*. lncRNA XR_001838273.1 acts as a sponge for rno-miR-6318 to regulate *Iqgap3* or *F10*. Numerous study literatures have reported that *Cdca3*, *Mcm10*, *Mki67*, *Iqgap3*, and *F10* are all related to tumor cell proliferation [51–56]. Knocking down the expression of these genes could reduce tumor cell proliferation and invasion. It has also been reported that the activity of PC12 cells in an oxygen-glucose deprivation/reoxygenation (OGD/R) model decreased after treatment with an miR-760-3p inhibitor [57]. Overexpression of miR-1224 inhibits hepatocyte proliferation and promotes apoptosis, according to Roy et al. [58]. A study by Wan and Xiao found that downregulating miR-1224 prevented neuronal apoptosis and mitochondrial damage caused by OGD/R [59]. We speculate that lncRNA NONRATT019701.2 and lncRNA XR_001838273.1 may have the potential to regulate the proliferation of microglia and glial cells. The increased expression of lncRNA NONRATT019701.2/XR_001838273.1 may aggravate the proliferation of microglia or glial cells and stimulate both the inflammatory reaction and scar formation.

## 5. Conclusion

In this study, we comprehensively analyzed both mRNAs and lncRNAs in SCI rats. Rats with SCI showed dysregulated mRNA and lncRNA expression profiles. Coexpression networks and SVM-RFE analyses demonstrated that several key lncRNAs regulated mRNA levels, and complex interactions between mRNA and lncRNA were also documented. Using bioinformatics approaches, we predicted the targets of DE lncRNAs and their potential functions. According to these findings, lncRNAs that are differentially expressed may play an important role in SCI. Further studies are needed to clarify how these mRNAs and lncRNAs contribute to SCI pathogenesis.

## Figures and Tables

**Figure 1:**
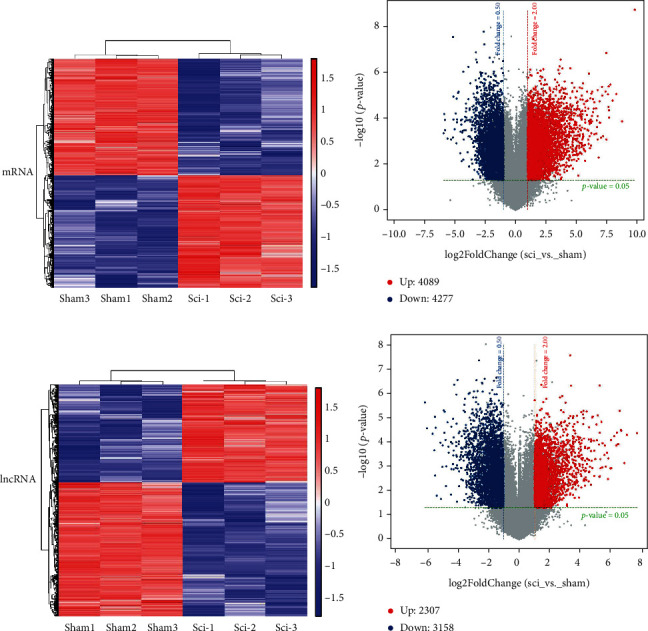
DE lncRNAs and DE mRNAs in the SCI and sham groups. DE mRNAs and lncRNAs in the sham and SCI groups are displayed as heatmaps (a, c). Colors indicate different clusters in the data. Volcano plot of DE mRNAs and lncRNAs (b, d). Dots in red indicate genes that have been significantly upregulated, while dots in blue indicate genes that have been significantly downregulated. Volcano plot of 5465 DE lncRNAs and 8366 DE mRNAs in SCI with statistical significance (∣FC | >2.0, *p* < 0.05).

**Figure 2:**
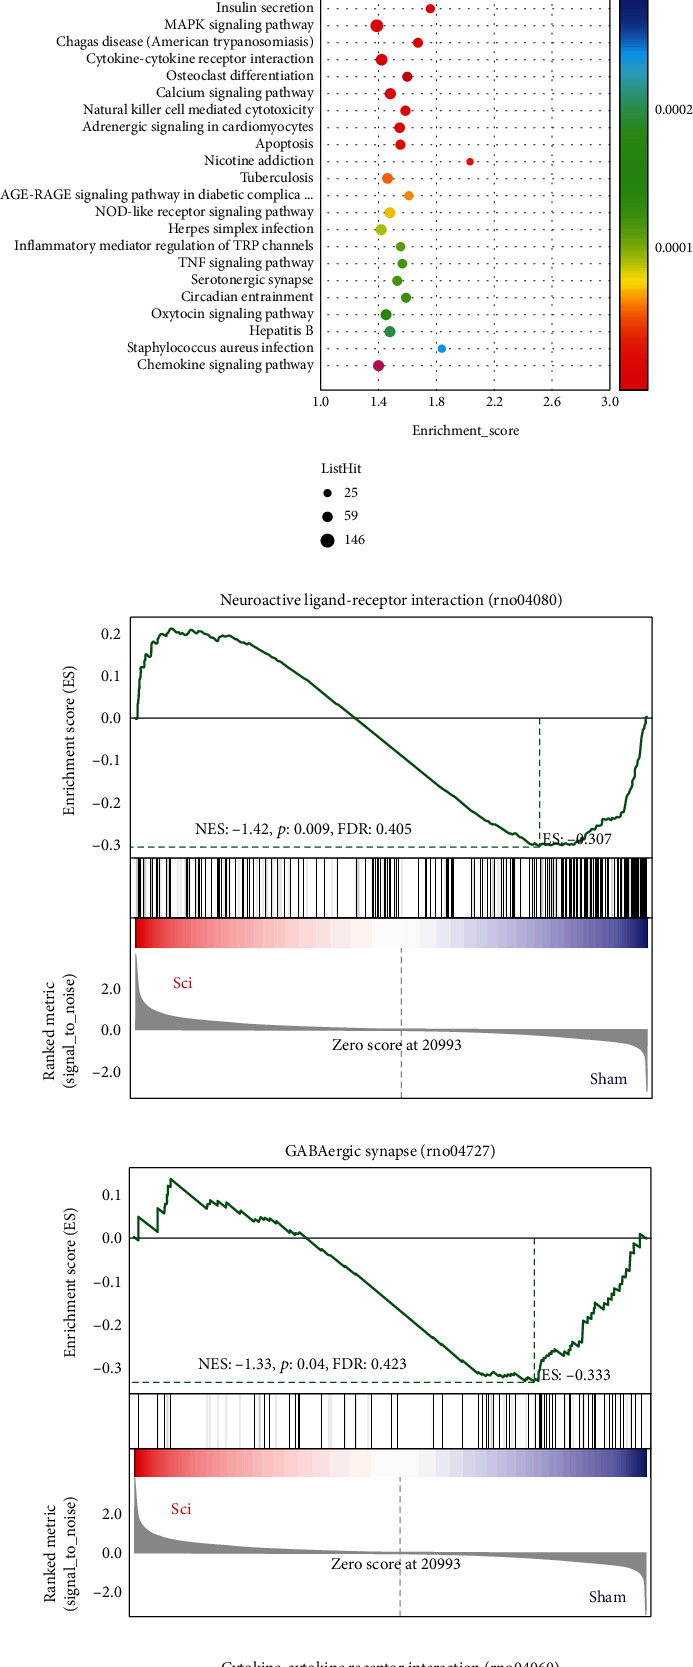
Functional enrichment analysis of the DE mRNAs. Top 10 enriched GO terms in the molecular function, biological process, and cellular component annotations for DE mRNAs (a). Top 30 enriched KEGG pathways for DE mRNAs (b). GSEA results of genes related to nerve cell function and immune inflammation (c–f).

**Figure 3:**
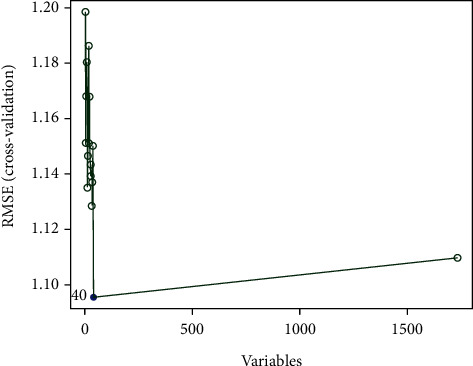
SVM-RFE algorithm results. A distribution of the relationship between RMSE and the number of lncRNAs. The horizontal axis shows the number of lncRNAs, and the vertical axis shows the RMSE corresponding to the number of lncRNAs.

**Figure 4:**
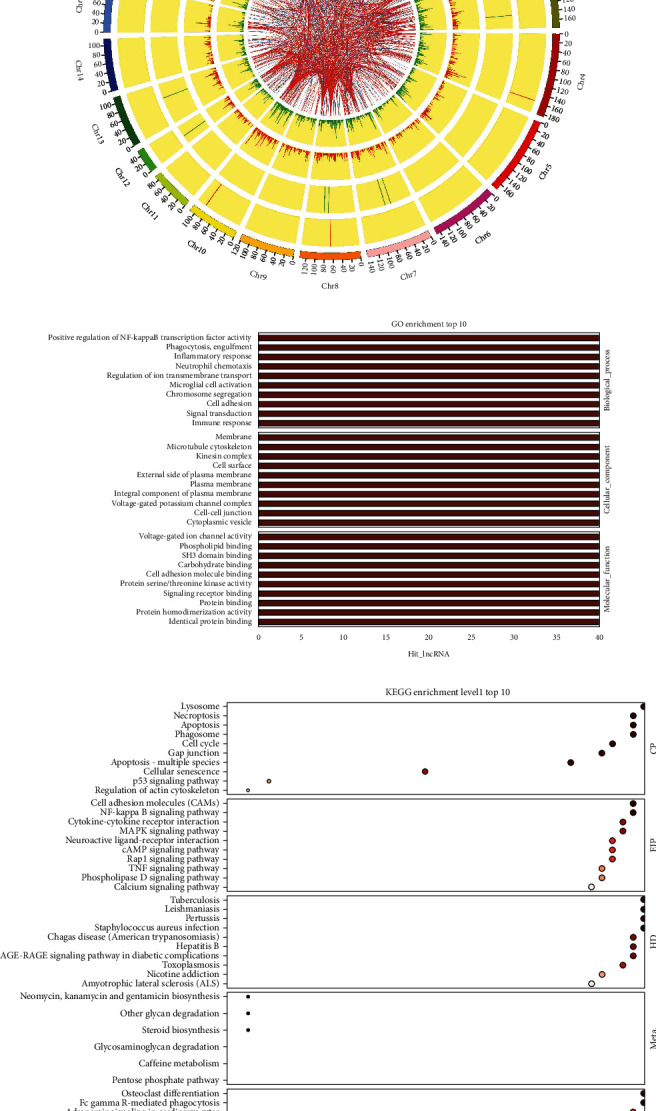
lncRNA-mRNA coexpression network in SCI of rat model. Coexpression circos map: the outermost circle is the autosome distribution diagram of this species; the second and third circles are the distribution of DE genes on chromosomes. The red line indicates that genes are upregulated, and the green line indicates that genes are downregulated. The higher the column, the more DE genes there are. In the fourth and fifth circles, DE lncRNAs were shown in the same form as genes. The corresponding relationship between top 500 coexpressed key lncRNAs and genes is indicated by the internal line (a). The GO enrichment results of key lncRNA coexpressed DE mRNAs correspond to the top 10 terms (b). The KEGG enrichment results of total key lncRNA coexpressed DE mRNAs correspond to the top 10 terms (c). The *x* axis represents the enrichment score. More differential genes are present in items with larger bubbles. Bubble color changes from gray to red, with a gradually decreasing enrichment *p* value, indicating increasing significance.

**Figure 5:**
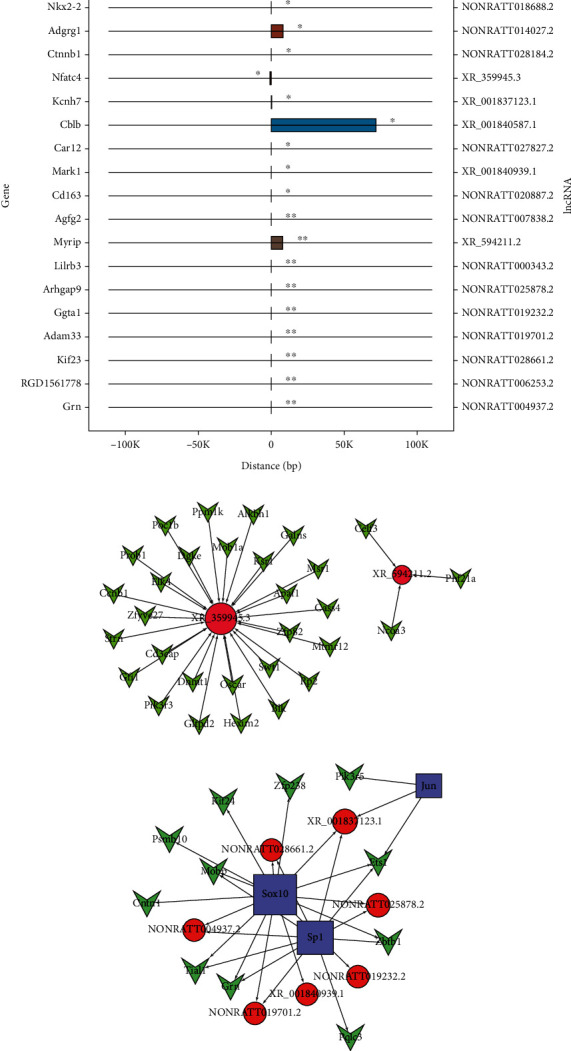
“Trans,” “cis,” and “TF” mechanism of the aberrant lncRNAs. On the graph, the data points on the left and right of the *y* axis correspond to mRNA and lncRNA, respectively; ^∗^*p* < 0.05 and ^∗∗^*p* < 0.01. The *x* axis represents the distance between mRNA and lncRNA, the negative value represents upstream, the positive value represents downstream, and the same color bar graph represents same lncRNAs (a). lncRNA is represented by the red node and mRNA by the green node, and the number is represented by the size of the node (b). A node of red color represents lncRNA, a node of green color represents mRNA, and a node of blue color represents TF. Only nodes with degree > 2 are shown (c).

**Figure 6:**
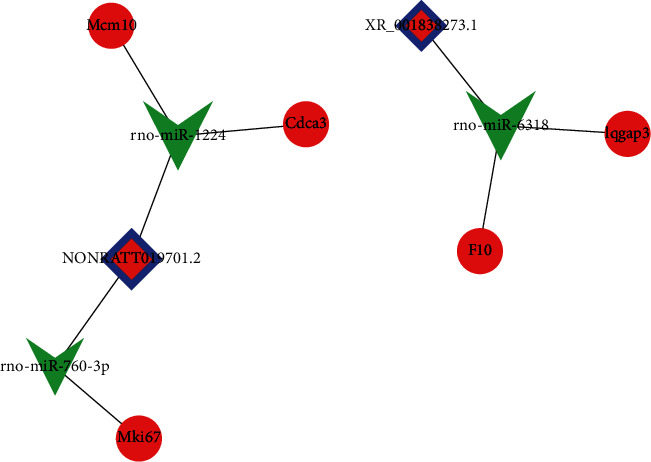
Key lncRNA-miRNA-mRNA interaction network. The red-blue rectangle represents lncRNAs, the red circle represents mRNAs, and the shape of green V represents miRNA.

**Figure 7:**
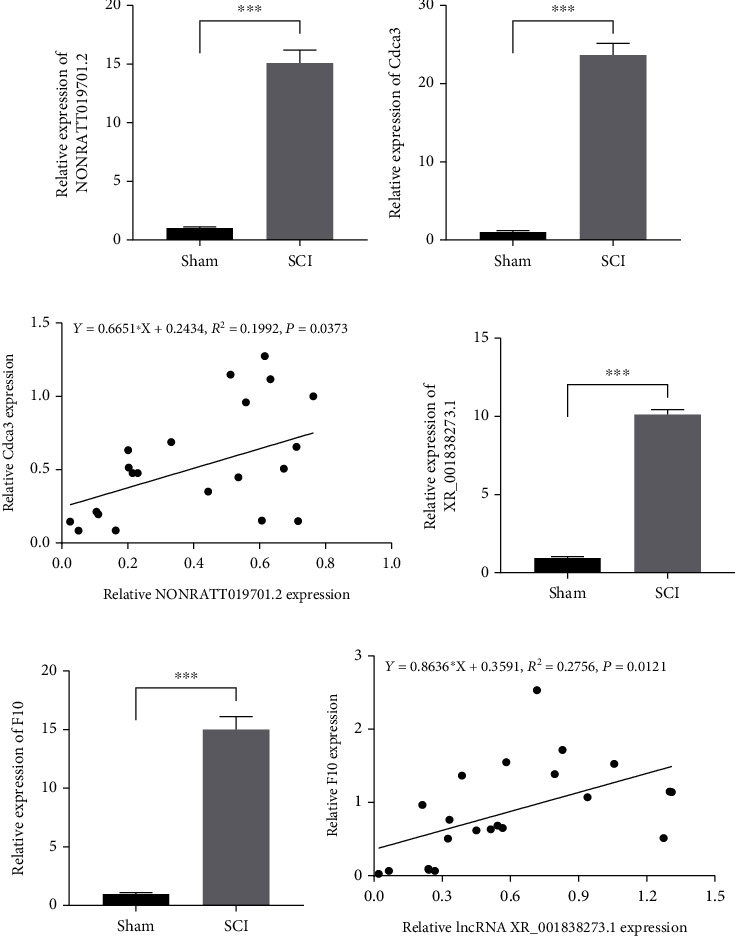
Validation of dysregulated RNAs by qRT-PCR. The key lncRNA (NONRATT019701.2 and XR_001838273.1) (a, d) and mRNA (Cdca3 and F10) (b, e) expressions in the SCI group (*n* = 3) and sham group (*n* = 3) were measured by qRT-PCR. Triplicate analyses were conducted on each sample. Correlation analysis between NONRATT019701.2 and Cdca3 and XR_001838273.1 and F10 expressions in the SCI rats (*n* = 22) (c, f). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

**Table 1:** Top five upregulated and downregulated lncRNAs and mRNAs in the SCI group compared with the sham group.

lncRNA	*p* value	FC	Chromosome	Regulation
NONRATT006251.2	0.000042089	196.361	chr10	Up
XR_590951.1	0.000049424	123.494	chr2	Up
NONRATT021749.2	0.000739028	111.094	chr4	Up
NONRATT000346.2	0.000033721	96.565	chr1	Up
NONRATT006253.2	0.000031125	95.260	chr10	Up
XR_001838225.1	0.000009133	0.023237979	chr6	Down
NONRATT006738.2	0.000219361	0.022566731	chr11	Down
NONRATT014374.2	0.000043985	0.020947935	chr19	Down
NONRATT024533.2	0.000026402	0.016269598	chr6	Down
XR_001836692.1	0.000002296	0.014740753	chr2	Down
mRNA	*p* value	FC	Chromosome	Regulation
XM_006236630.3	0.000000002	875.0873735	chr4	Up
ENSRNOT00000009392	0.000139312	424.7759567	chr4	Up
XM_017592759.1	0.000009005	308.5014593	chr4	Up
ENSRNOT00000077186	0.000017596	248.0485524	chr1	Up
ENSRNOT00000077158	0.000003484	219.6519649	chr10	Up
ENSRNOT00000089734	0.000794572	0.020658751	chr7	Down
XM_006232396.2	0.000340082	0.017934131	chr2	Down
ENSRNOT00000034394	0.000121470	0.017696522	chr5	Down
ENSRNOT00000086508	0.000066847	0.017050394	chr13	Down
ENSRNOT000000881	0.000460103	0.016468971	chr3	Down

## Data Availability

The datasets presented in this study can be found in the GEO repository (accession number GSE218088).

## References

[1] Ling Y. T., Alam M., Zheng Y.-P. (2020). Spinal cord injury: lessons about neuroplasticity from paired associative stimulation. *The Neuroscientist*.

[2] Pei J.-P., Fan L.-H., Nan K., Li J., Dang X.-Q., Wang K.-Z. (2017). HSYA alleviates secondary neuronal death through attenuating oxidative stress, inflammatory response, and neural apoptosis in SD rat spinal cord compression injury. *Journal of Neuroinflammation*.

[3] Liu H., Zhang J., Xu X. (2021). SARM1 promotes neuroinflammation and inhibits neural regeneration after spinal cord injury through NF-*κ*B signaling. *Theranostics*.

[4] Pelisch N., Rosas Almanza J., Stehlik K. E., Aperi B. V., Kroner A. (2020). CCL3 contributes to secondary damage after spinal cord injury. *Journal of Neuroinflammation*.

[5] Xu S., Wang J., Zhong J. (2021). CD73 alleviates GSDMD-mediated microglia pyroptosis in spinal cord injury through PI3K/AKT/Foxo1 signaling. *Clinical and Translational Medicine*.

[6] Jin W., Botchway B. O. A., Liu X. (2021). Curcumin can activate the Nrf 2/HO-1 signaling pathway and scavenge free radicals in spinal cord injury treatment. *Neurorehabilitation and Neural Repair*.

[7] Zhao H., Mei X., Yang D., Tu G. (2021). Resveratrol inhibits inflammation after spinal cord injury via SIRT-1/NF-*κ*B signaling pathway. *Neuroscience Letters*.

[8] Lin W., Zhou Q., Wang C.-Q. (2020). LncRNAs regulate metabolism in cancer. *International Journal of Biological Sciences*.

[9] Li Y., Yi M., Wang D., Zhang Q., Yang L., Yang C. (2020). LncRNA KCNQ1OT1 regulates endoplasmic reticulum stress to affect cerebral ischemia-reperfusion injury through targeting miR-30b/GRP78. *Inflammation*.

[10] Wang H., Zheng X., Jin J. (2020). LncRNA MALAT1 silencing protects against cerebral ischemia-reperfusion injury through miR-145 to regulate AQP4. *Journal of Biomedical Science*.

[11] Wucher V., Legeai F., Hedan B. (2017). FEELnc: a tool for long non-coding RNA annotation and its application to the dog transcriptome. *Nucleic Acids Research*.

[12] Alkan F., Wenzel A., Palasca O. (2017). RIsearch2: suffix array-based large-scale prediction of RNA-RNA interactions and siRNA off-targets. *Nucleic Acids Research*.

[13] Ren D., Chen W., Cao K., Wang Z., Zheng P. (2020). Expression profiles of long non-coding RNA and messenger RNA in human traumatic brain injury. *Molecular Therapy-Nucleic Acids*.

[14] Fornes O., Castro-Mondragon J. A., Khan A. (2020). JASPAR 2020: update of the open-access database of transcription factor binding profiles. *Nucleic Acids Research*.

[15] Yevshin I., Sharipov R., Kolmykov S., Kondrakhin Y., Kolpakov F. (2019). GTRD: a database on gene transcription regulation-2019 update. *Nucleic Acids Research*.

[16] Chiou B., Gao C., Giera S. (2021). Cell type-specific evaluation of ADGRG1/GPR56 function in developmental central nervous system myelination. *Glia*.

[17] Li L., Ke K., Tan X. (2013). Up-regulation of NFATc4 involves in neuronal apoptosis following intracerebral hemorrhage. *Cellular and Molecular Neurobiology*.

[18] Yoo M., Murphy A., Junn E. (2021). MicroRNA-7 promotes motor function recovery following spinal cord injury in mice. *Biochemical and Biophysical Research Communications*.

[19] Cui Y., Yin Y., Xiao Z. (2019). LncRNA Neat1 mediates miR-124-induced activation of Wnt/*β*-catenin signaling in spinal cord neural progenitor cells. *Stem Cell Research & Therapy*.

[20] Cao Y., Jiang C., Lin H., Chen Z. (2021). Silencing of long noncoding RNA growth arrest-specific 5 alleviates neuronal cell apoptosis and inflammatory responses through sponging microRNA-93 to repress PTEN expression in spinal cord injury. *Frontiers in Cellular Neuroscience*.

[21] Wang W., Liu R., Su Y., Li H., Xie W., Ning B. (2018). MicroRNA-21-5p mediates TGF-*β*-regulated fibrogenic activation of spinal fibroblasts and the formation of fibrotic scars after spinal cord injury. *International Journal of Biological Sciences*.

[22] Fei M., Li Z., Cao Y., Jiang C., Lin H., Chen Z. (2021). MicroRNA-182 improves spinal cord injury in mice by modulating apoptosis and the inflammatory response via IKK*β*/NF-*κ*B. *Laboratory Investigation*.

[23] Liu W., Rong Y., Wang J. (2020). Exosome-shuttled miR-216a-5p from hypoxic preconditioned mesenchymal stem cells repair traumatic spinal cord injury by shifting microglial M1/M2 polarization. *Journal of Neuroinflammation*.

[24] Xu S., Wang J., Jiang J. (2020). TLR4 promotes microglial pyroptosis via lncRNA-F630028O10Rik by activating PI3K/AKT pathway after spinal cord injury. *Cell Death & Disease*.

[25] Wang D., Chen F., Fang B. (2020). MiR-128-3p alleviates spinal cord ischemia/reperfusion injury associated neuroinflammation and cellular apoptosis via SP1 suppression in rat. *Frontiers in Neuroscience*.

[26] Newton K., Dixit V. M. (2012). Signaling in innate immunity and inflammation. *Cold Spring Harbor Perspectives in Biology*.

[27] Li X.-Q., Chen F.-S., Tan W.-F., Fang B., Zhang Z.-L., Ma H. (2017). Elevated microRNA-129-5p level ameliorates neuroinflammation and blood-spinal cord barrier damage after ischemia-reperfusion by inhibiting HMGB1 and the TLR3-cytokine pathway. *Journal of Neuroinflammation*.

[28] Mortezaee K., Khanlarkhani N., Beyer C., Zendedel A. (2018). Inflammasome: its role in traumatic brain and spinal cord injury. *Journal of Cellular Physiology*.

[29] Hung W.-L., Ho C.-T., Pan M.-H. (2020). Targeting the NLRP3 inflammasome in neuroinflammation: health promoting effects of dietary phytochemicals in neurological disorders. *Molecular Nutrition & Food Research*.

[30] Ransohoff J. D., Wei Y., Khavari P. A. (2018). The functions and unique features of long intergenic non-coding RNA. *Nature Reviews. Molecular Cell Biology*.

[31] Quinn J. J., Chang H. Y. (2016). Unique features of long non-coding RNA biogenesis and function. *Nature Reviews. Genetics*.

[32] Matenia D., Mandelkow E.-M. (2009). The tau of MARK: a polarized view of the cytoskeleton. *Trends in Biochemical Sciences*.

[33] Wu P. R., Tsai P. I., Chen G. C. (2011). DAPK activates MARK1/2 to regulate microtubule assembly, neuronal differentiation, and tau toxicity. *Cell Death and Differentiation*.

[34] Qiao G., Lei M., Li Z. (2007). Negative regulation of CD40-mediated B cell responses by E3 ubiquitin ligase Casitas-B-lineage lymphoma protein-B. *Journal of Immunology*.

[35] Schmitz M. L. (2009). Activation of T cells: releasing the brakes by proteolytic elimination of Cbl-b. *Science Signaling*.

[36] Tang J., Tu S., Lin G. (2020). Sequential ubiquitination of NLRP3 by RNF125 and Cbl-b limits inflammasome activation and endotoxemia. *The Journal of Experimental Medicine*.

[37] Wang D., Dai C., Zhang X. (2021). Identification and functional analysis of long non-coding RNAs in human pulmonary microvascular endothelial cells subjected to cyclic stretch. *Frontiers in Physiology*.

[38] Möröy T., Zeng H., Jin J., Schmid K. W., Carpinteiro A., Gulbins E. (2008). The zinc finger protein and transcriptional repressor Gfi1 as a regulator of the innate immune response. *Immunobiology*.

[39] Zheng L., Xu H., Di Y. (2021). ELK4 promotes the development of gastric cancer by inducing M2 polarization of macrophages through regulation of the KDM5A-PJA2-KSR1 axis. *Journal of Translational Medicine*.

[40] Shirane M., Nakayama K. I. (2006). Protrudin induces neurite formation by directional membrane trafficking. *Science*.

[41] Shakeri R., Kheirollahi A., Davoodi J. (2021). Contribution of Apaf-1 to the pathogenesis of cancer and neurodegenerative diseases. *Biochimie*.

[42] Fortin A., Cregan S. P., MacLaurin J. G. (2001). APAF1 is a key transcriptional target for p 53 in the regulation of neuronal cell death. *The Journal of Cell Biology*.

[43] Wang R., Yang Y., Wang H., He Y., Li C. (2020). MiR-29c protects against inflammation and apoptosis in Parkinson’s disease model in vivo and in vitro by targeting SP1. *Clinical and Experimental Pharmacology & Physiology*.

[44] Shin I.-S., Shin N.-R., Park J.-W. (2015). Melatonin attenuates neutrophil inflammation and mucus secretion in cigarette smoke-induced chronic obstructive pulmonary diseases via the suppression of Erk-Sp1 signaling. *Journal of Pineal Research*.

[45] Yang S., Yin J., Hou X. (2018). Inhibition of miR-135b by SP-1 promotes hypoxia-induced vascular endothelial cell injury via HIF-1*α*. *Experimental Cell Research*.

[46] Qin F., Zhao Y., Shang W. (2018). Sinomenine relieves oxygen and glucose deprivation-induced microglial activation via inhibition of the SP1/mi RNA-183-5p/I*κ*B-*α* signaling pathway. *Cellular and Molecular Biology*.

[47] Danzi M. C., Mehta S. T., Dulla K. (2018). The effect of Jun dimerization on neurite outgrowth and motif binding. *Molecular and Cellular Neurosciences*.

[48] Jiao Y., Zhang Y.-H., Wang C.-Y. (2023). MicroRNA‐7a‐5p ameliorates diabetic peripheral neuropathy by regulating VDAC1/JNK/c-JUN pathway. *Diabetic Medicine*.

[49] Bhattarai C., Poudel P. P., Ghosh A., Kalthur S. G. (2022). Comparative role of SOX10 gene in the gliogenesis of central, peripheral, and enteric nervous systems. *Differentiation*.

[50] Xie Y., Li Z., Xu H. (2022). Downregulation of Sp1 inhibits the expression of HDAC1/SOX10 to alleviate neuropathic pain-like behaviors after spinal nerve ligation in mice. *ACS Chemical Neuroscience*.

[51] Kang P., Han Z., Liao Z., Zhang H., Jia W., Tian Y. (2020). Knockdown of MCM10 gene impairs glioblastoma cell proliferation, migration and invasion and the implications for the regulation of tumorigenesis. *Journal of Molecular Neuroscience*.

[52] Zou R. C., Guo Z. T., Wei D. (2020). Downregulation of CDCA3 expression inhibits tumor formation in pancreatic cancer. *Neoplasma*.

[53] Hou Y.-Y., Cao W.-W., Li L. (2011). Micro RNA-519d targets MKi67 and suppresses cell growth in the hepatocellular carcinoma cell line QGY-7703. *Cancer Letters*.

[54] Song Y., Cao W., Zhu X. (2017). F10, a novel hydatidiform mole-associated gene, inhibits the paclitaxel sensitivity of A549 lung cancer cells by downregulating BAX and caspase-3. *Oncology Letters*.

[55] Matsuo J., Douchi D., Myint K. (2021). Iqgap3-Ras axis drives stem cell proliferation in the stomach corpus during homoeostasis and repair. *Gut*.

[56] Xu W., Xu B., Yao Y. (2016). Overexpression and biological function of IQGAP3 in human pancreatic cancer. *American Journal of Translational Research*.

[57] Zhang H., Deng J., Huang K., He Y., Cai Z., He Y. (2022). circNup188/miR-760-3p/Map3k8 axis regulates inflammation in cerebral ischemia. *Molecular and Cellular Probes*.

[58] Roy S., Bantel H., Wandrer F. (2017). mi R-1224 inhibits cell proliferation in acute liver failure by targeting the antiapoptotic gene Nfib. *Journal of Hepatology*.

[59] Wan J., Xiao T. (2022). MiR-1224 downregulation inhibits OGD/R-induced hippocampal neuron apoptosis through targeting Ku protein. *Metabolic Brain Disease*.

# Supplementary material for: Expression Profiles of Long Noncoding RNAs and Messenger RNAs in a Rat Model of Spinal Cord Injury
**Source:** Comput Math Methods Med. 2023 Jan 19;2023:6033020. doi: 10.1155/2023/6033020

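The qPCR primers of Supplementary Table 1 were compared with the probe sequences of the array, to see which probe shares sequence with a measured product. Forward primers were searched as printed and reverse primers as their reverse complement, and the opposite orientations were not searched. Of the 10 primers, 1 lies wholly within a probe in this search. It is the reverse primer for Cdca3, CAGCCATCCTTATTGGTTGACG, whose reverse complement is part of the probe rclstr_29195_276_8. This probe was not well above background on any of the 6 arrays, with a log2 signal of 1.84 ± 0.73 (SD, n = 3) in sham and 1.49 ± 0.42 (SD, n = 3) in SCI, so that no fold change is given for it. The lowest well-above-background signals averaged 2.95 on the sham arrays and 3.44 on the SCI arrays. The deposited files do not name the transcript that the probe was designed for, and other probes for Cdca3 cannot be excluded.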

Supplementary Table 1| The primer sequences used in this study for qPCR.

| ID | Primer |
| --- | --- |
| LncRNA NONRATT019701.2 | forward: 5'-TCCCAACACTCTGTCAGCAACC-3'  reverse: 5'-CAGTGATGATGGAGCCAAACTC-3' |
| LncRNA XR_001838273.1 | forward: 5'-AAGGAATGCTCACCCCTCTGG-3'  reverse: 5'-GTGGGTCTCATTCAAGATGTCAGG-3' |
| Cdca3 | forward: 5'-TTGTCCAATCGGAAAGCAGAGA-3'  reverse: 5'-CAGCCATCCTTATTGGTTGACG-3' |
| F10 | forward: 5'-GTTACTTCCTGGGTAATGACGG-3'  reverse: 5'-TGAGGTCTTCAGGGTCAGGTTC-3' |
| GAPDH | forward: 5'-CTGGAGAAACCTGCCAAGTATG-3'  reverse: 5'-GGTGGAAGAATGGGAGTTGCT-3' |

Supplementary Table 2| The 40 key lncRNAs screened using the SVM- RFE algorithm.

| **No.** | **lncRNA** | **No.** | **lncRNA** |
| --- | --- | --- | --- |
| 1 | NONRATG009350.2 | 21 | NONRATG006341.2 |
| 2 | XR_359945.3 | 22 | NONRATG021098.2 |
| 3 | XR_001840872.1 | 23 | NONRATG022948.2 |
| 4 | NONRATG021777.2 | 24 | NONRATG014393.2 |
| 5 | NONRATG017244.2 | 25 | XR_001840587.1 |
| 6 | NONRATG000561.2 | 26 | NONRATG023453.2 |
| 7 | NONRATG023345.2 | 27 | NONRATG017743.2 |
| 8 | XR_001837123.1 | 28 | XR_352994.3 |
| 9 | NONRATG019728.2 | 29 | NONRATG016082.2 |
| 10 | NONRATG000285.2 | 30 | NONRATG011453.2 |
| 11 | XR_594211.2 | 31 | XR_001838273.1 |
| 12 | NONRATG009771.2 | 32 | NONRATG013745.2 |
| 13 | XR_001841055.1 | 33 | NONRATG015696.2 |
| 14 | ENSRNOG00000051412 | 34 | XR_001836613.1 |
| 15 | NONRATG002650.2 | 35 | ENSRNOG00000055234 |
| 16 | NONRATG005027.2 | 36 | NONRATG022639.2 |
| 17 | NONRATG015249.2 | 37 | NONRATG014456.2 |
| 18 | NONRATG003940.2 | 38 | NONRATG019006.2 |
| 19 | NONRATG021919.2 | 39 | ENSRNOG00000055201 |
| 20 | NONRATG017052.2 | 40 | XR_001840939.1 |

Supplementary Figure 1| Box plot showing the distribution of lncRNA expression values in 6 samples from the sham group (n=3) and SCI group (n=3).

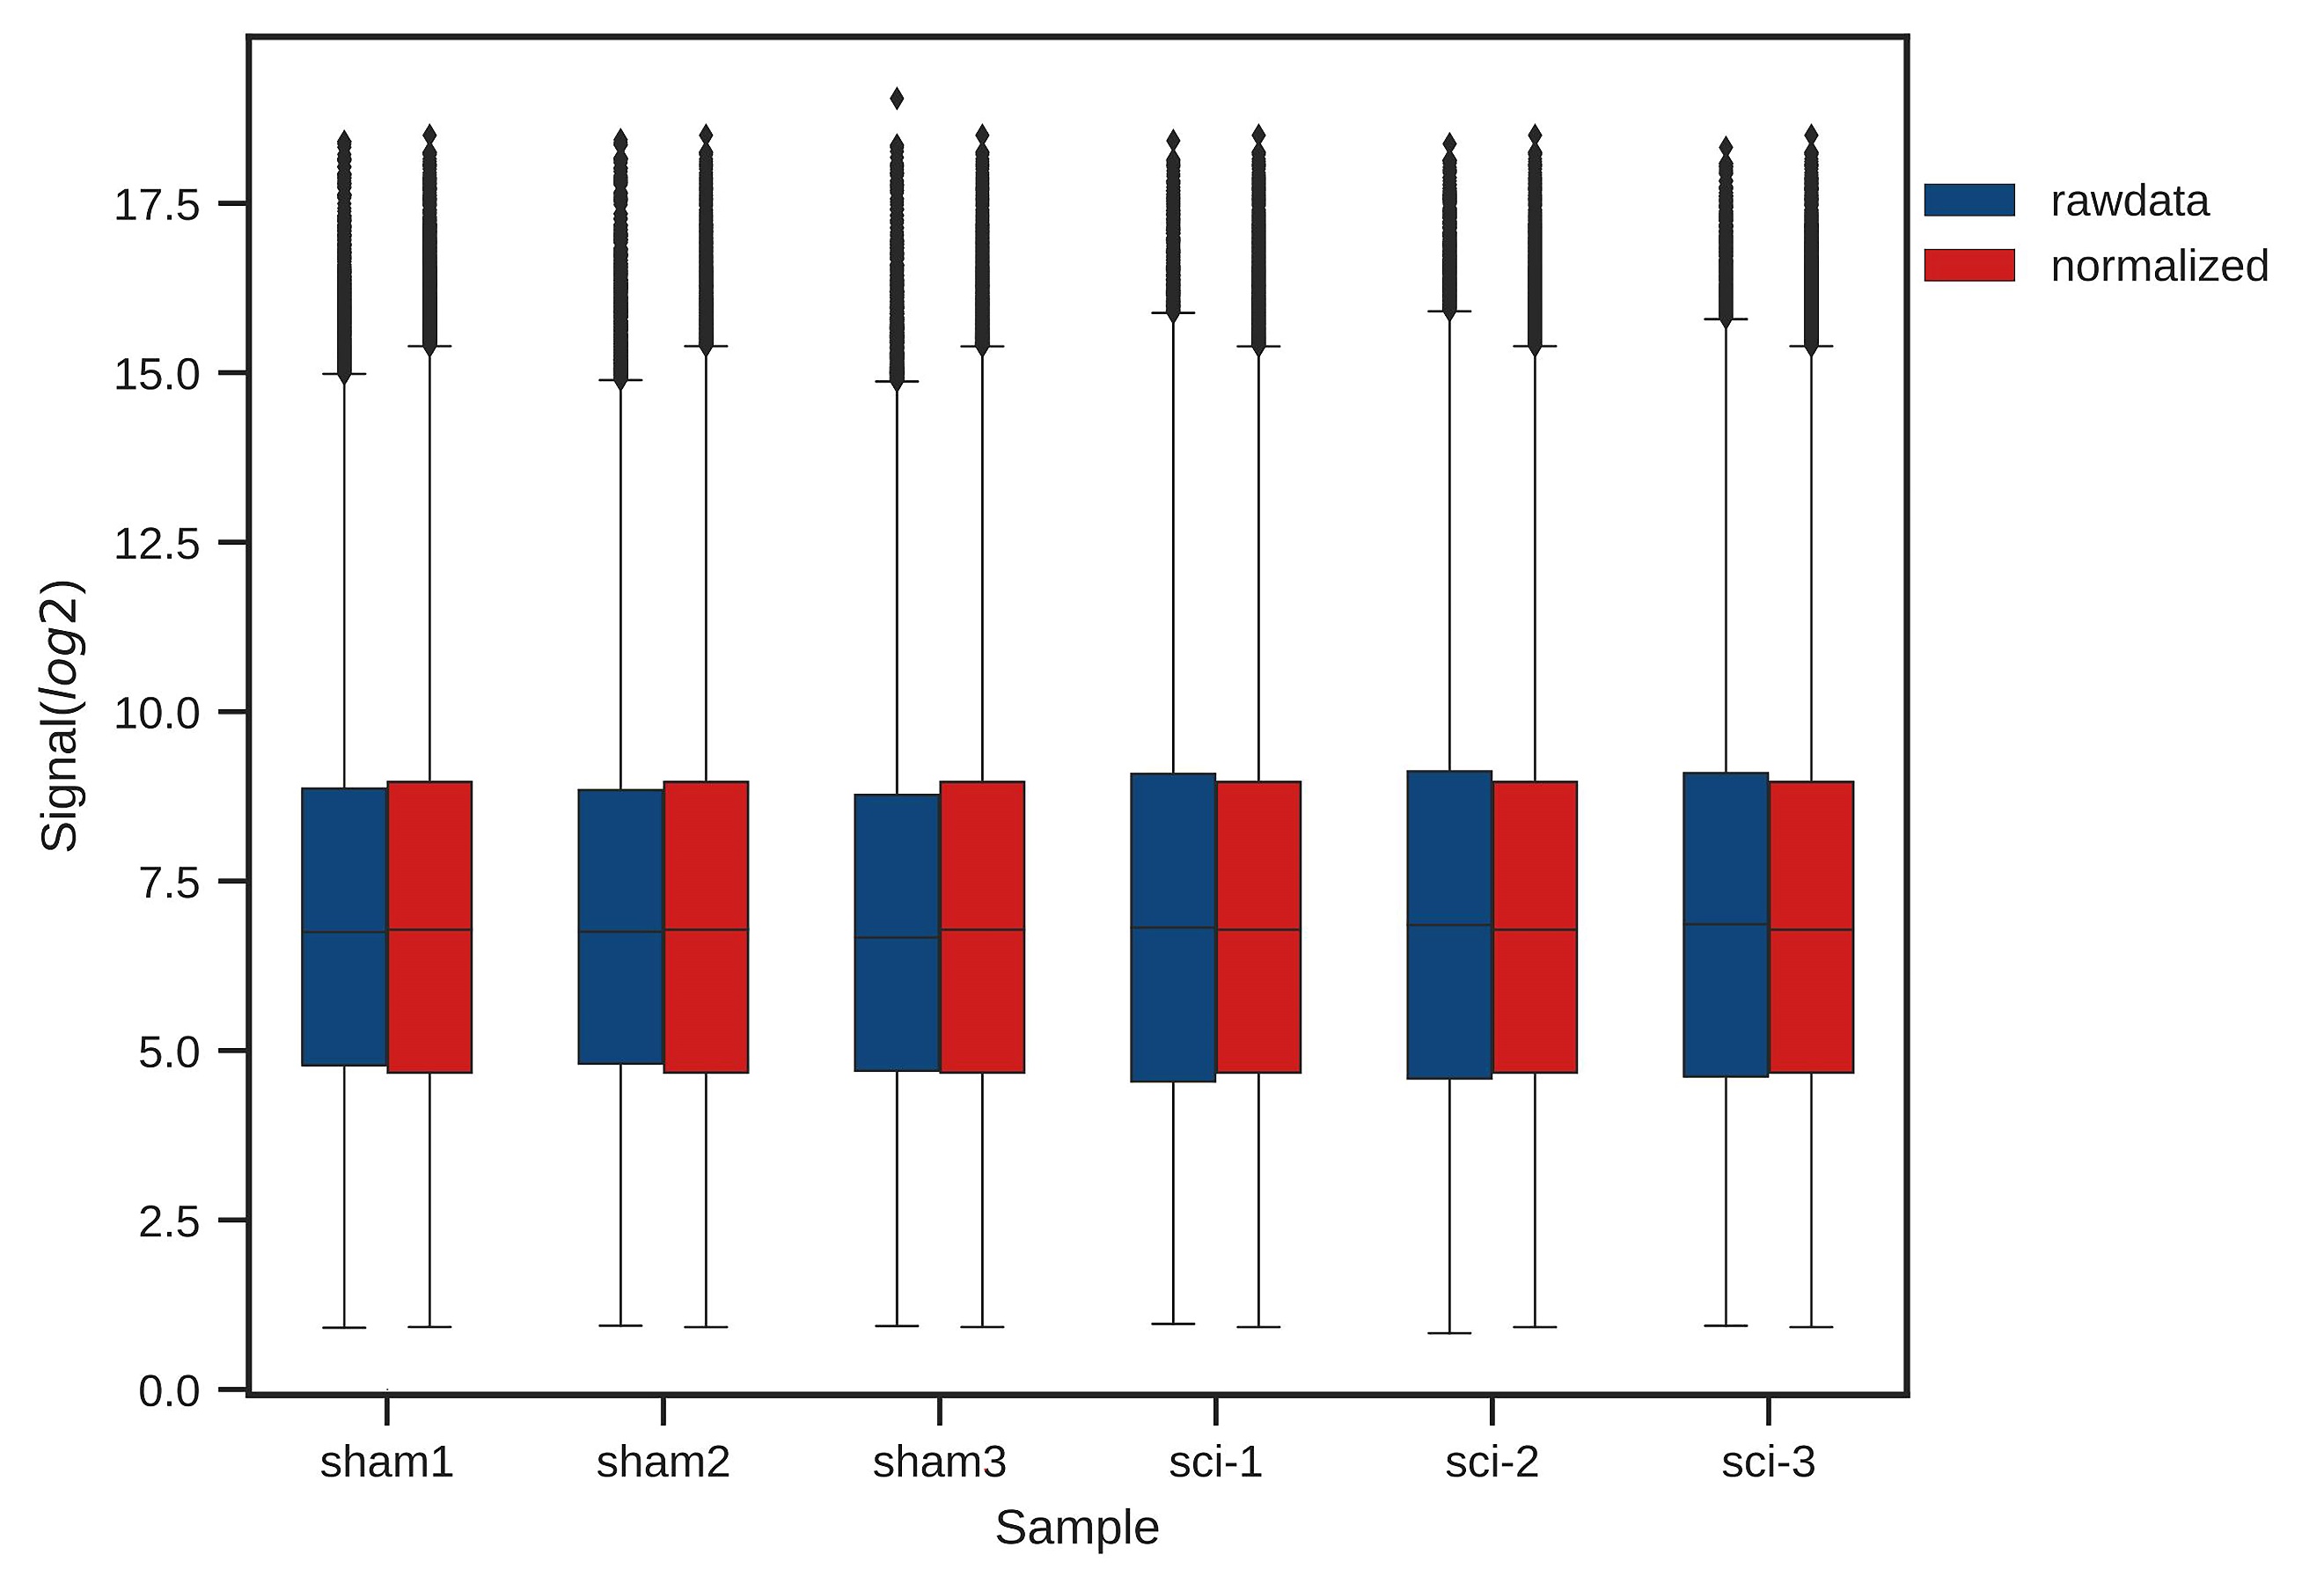

Supplementary Figure 2| GO and KEGG pathway functional enrichment analysis of the upregulated and downregulated DE mRNAs. Top 10 enriched GO terms in the molecular functions, biological processes, and cellular component categories for the upregulated and downregulated DE mRNAs (A and C) and top 30 enriched KEGG pathways for upregulated and downregulated DE mRNAs (B and D).

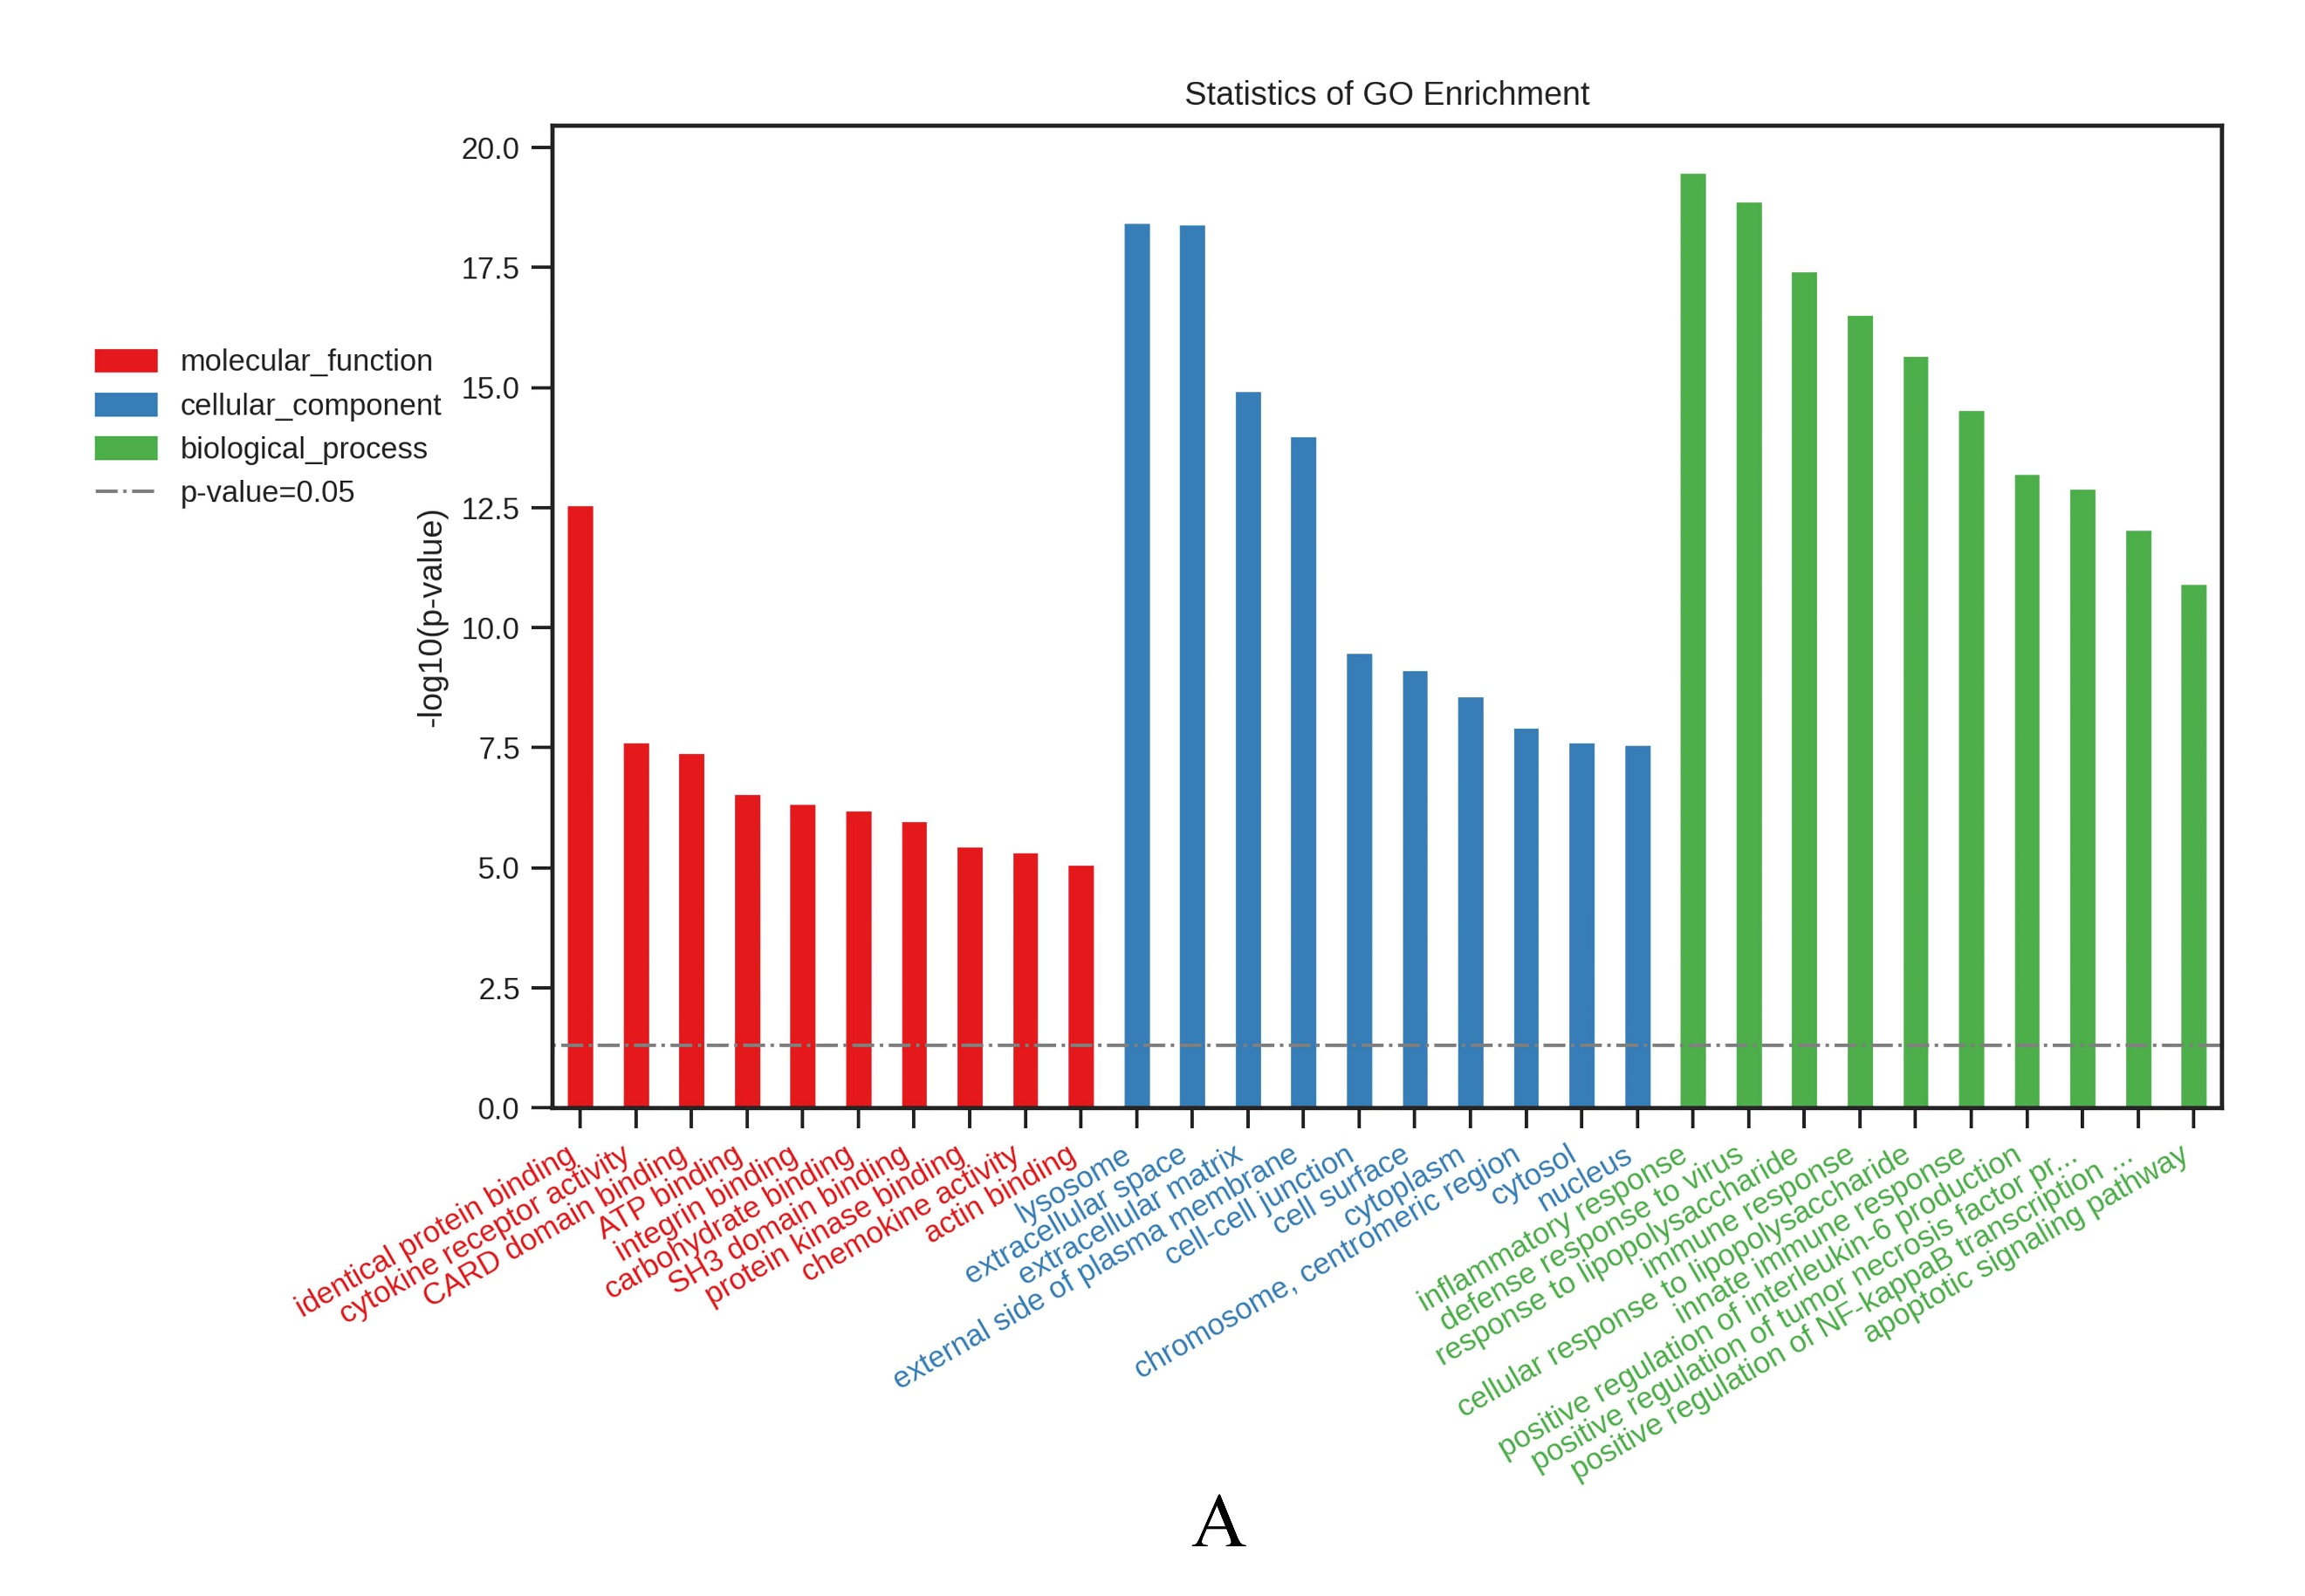

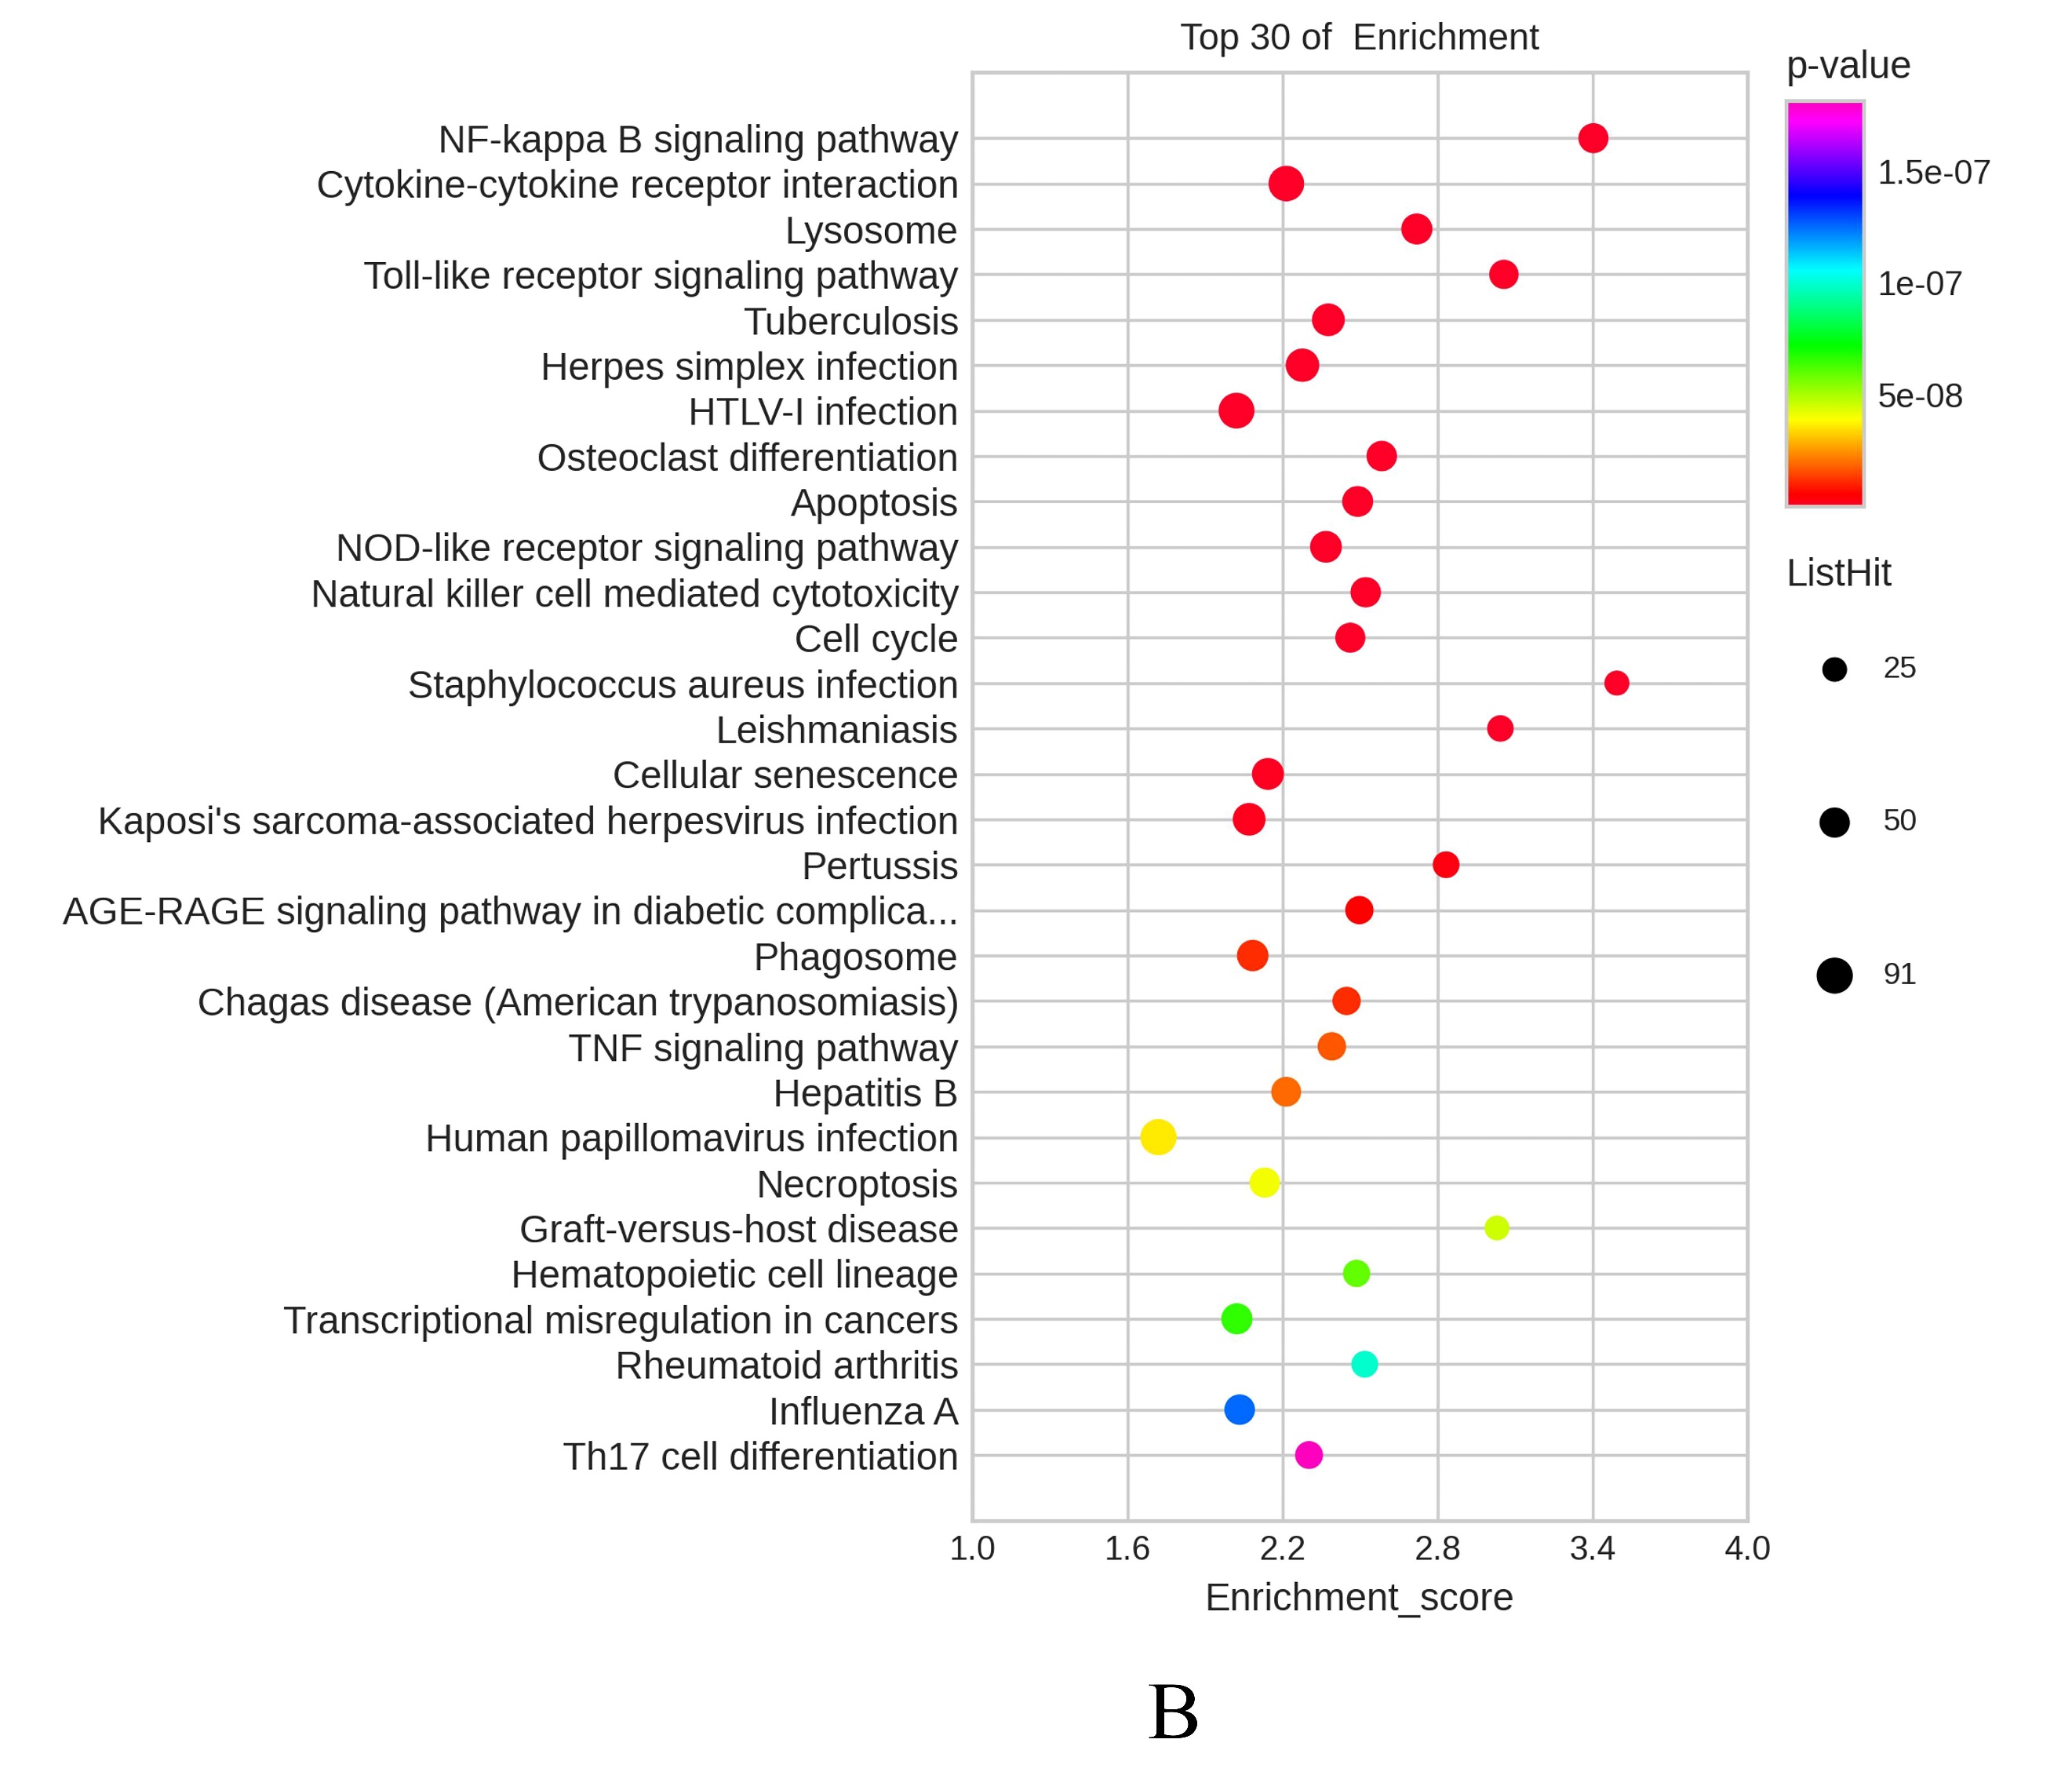

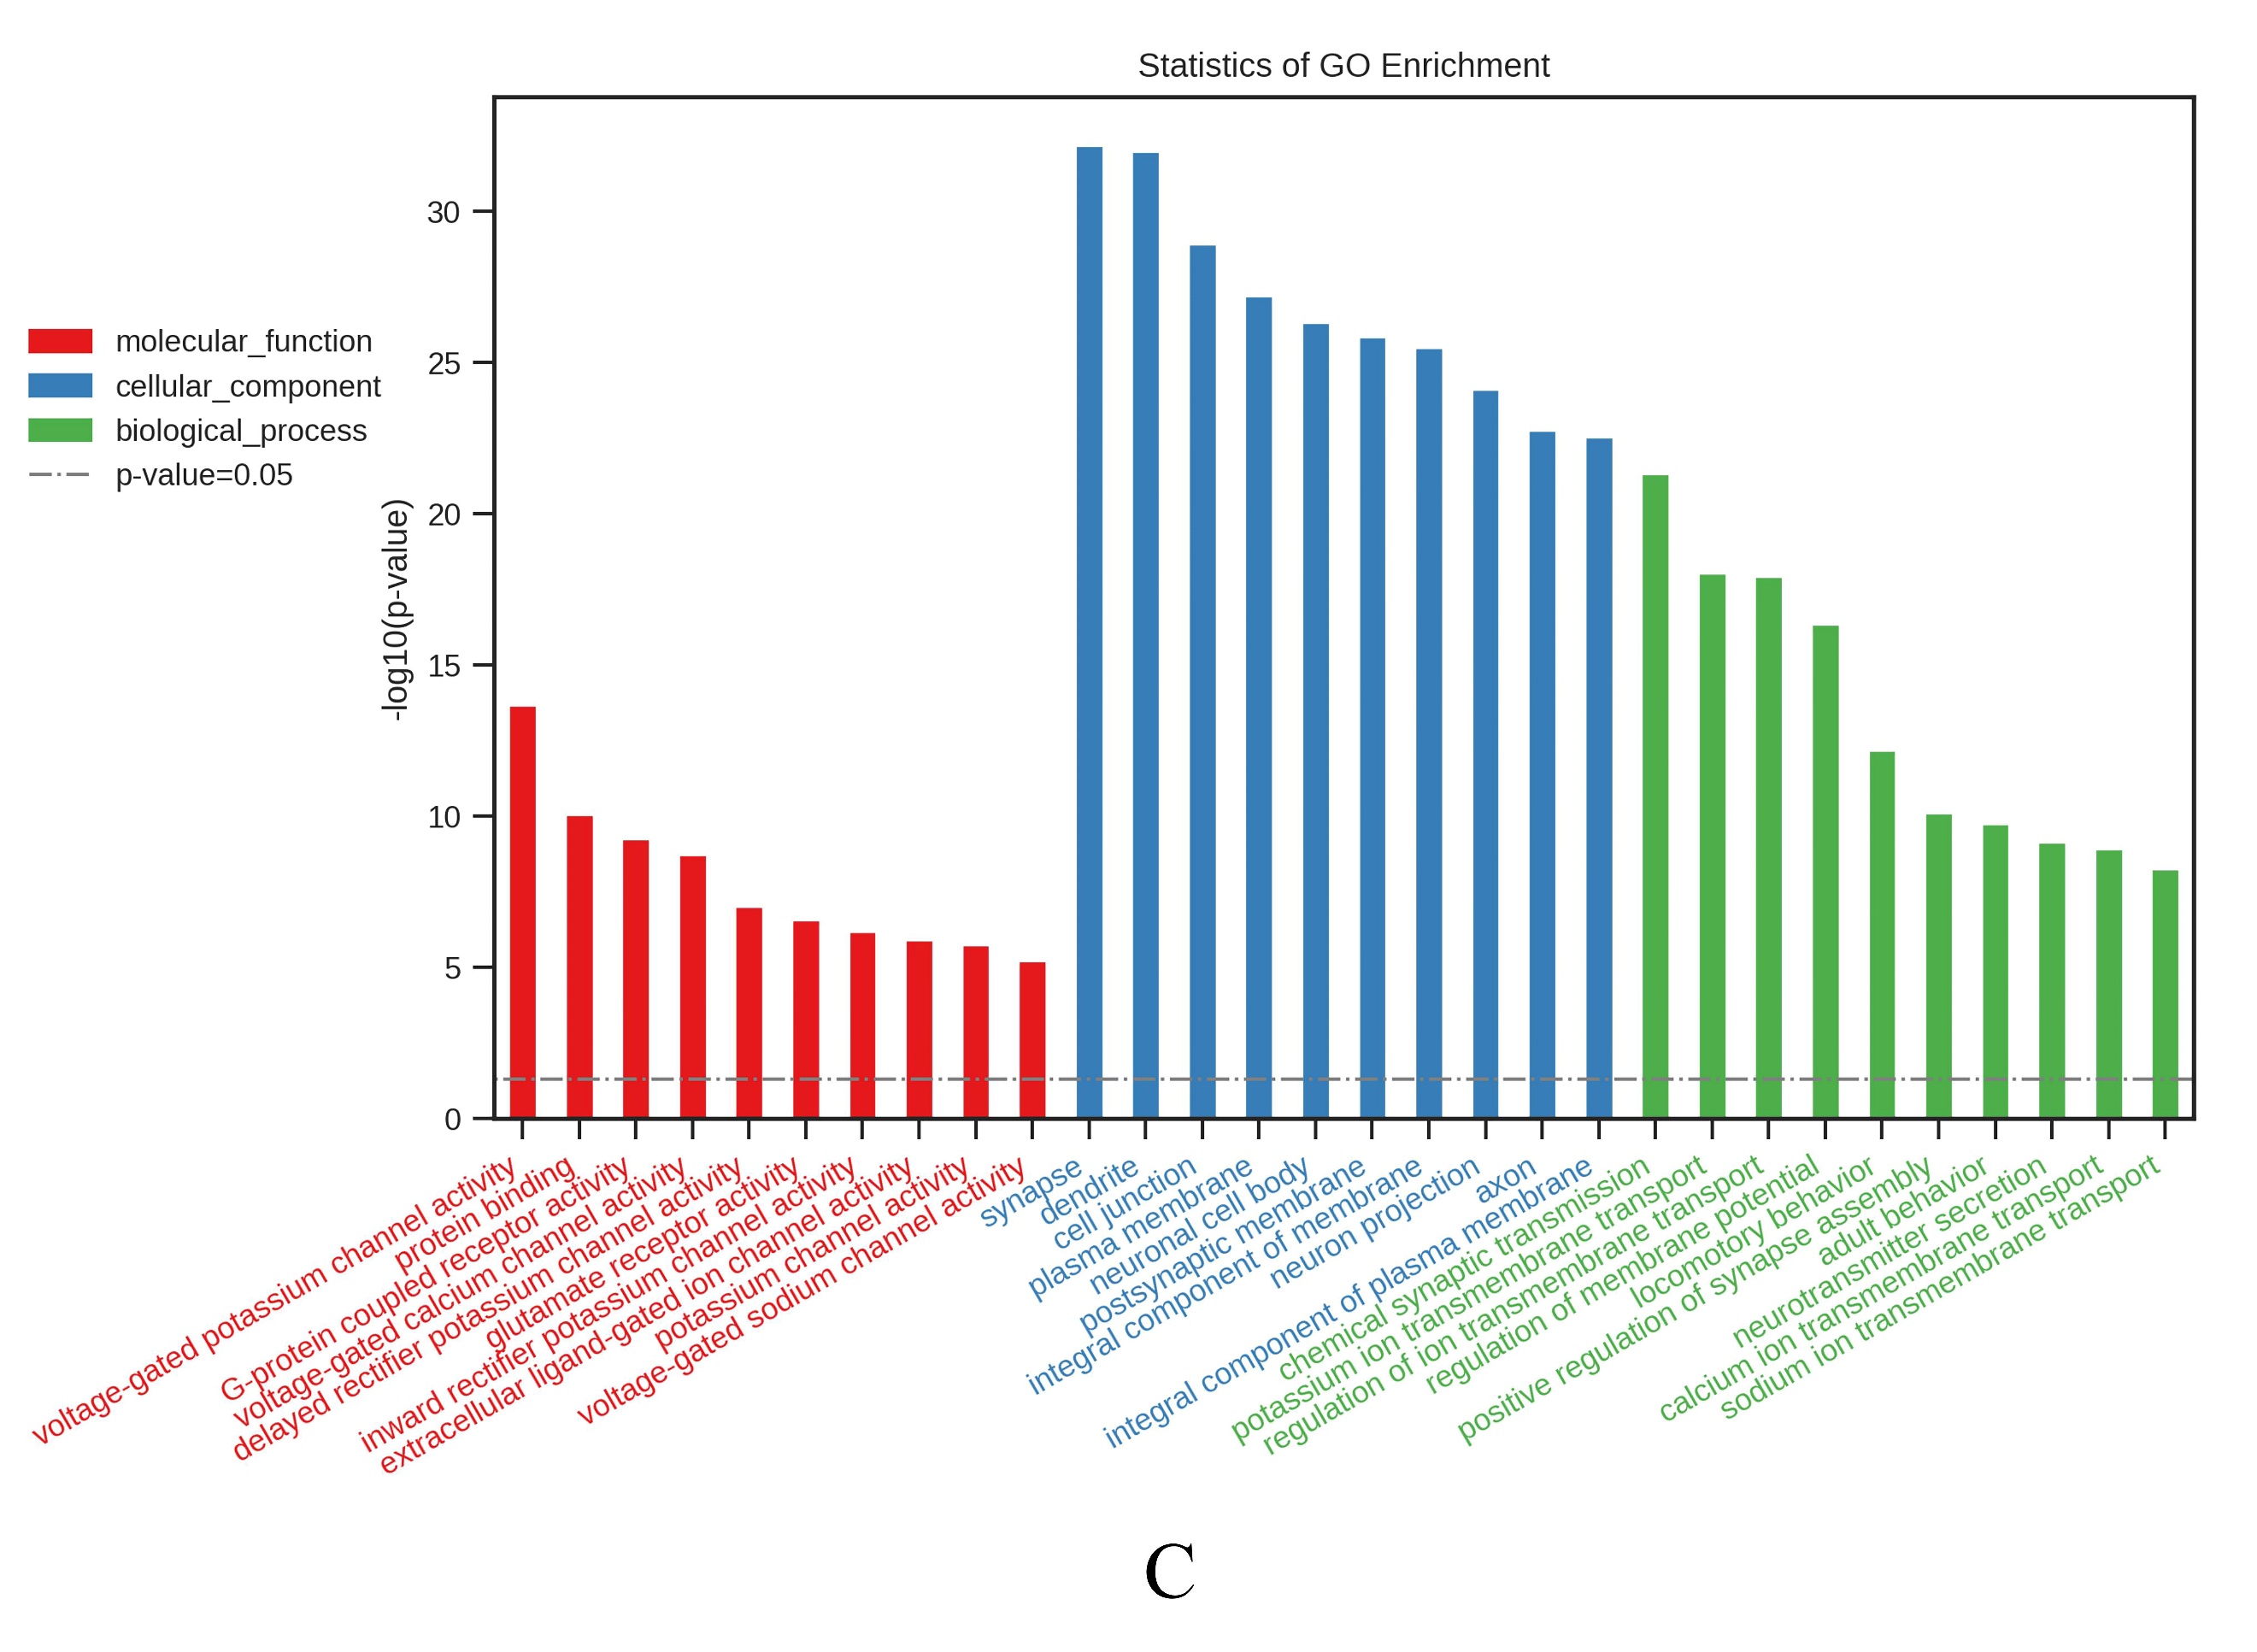

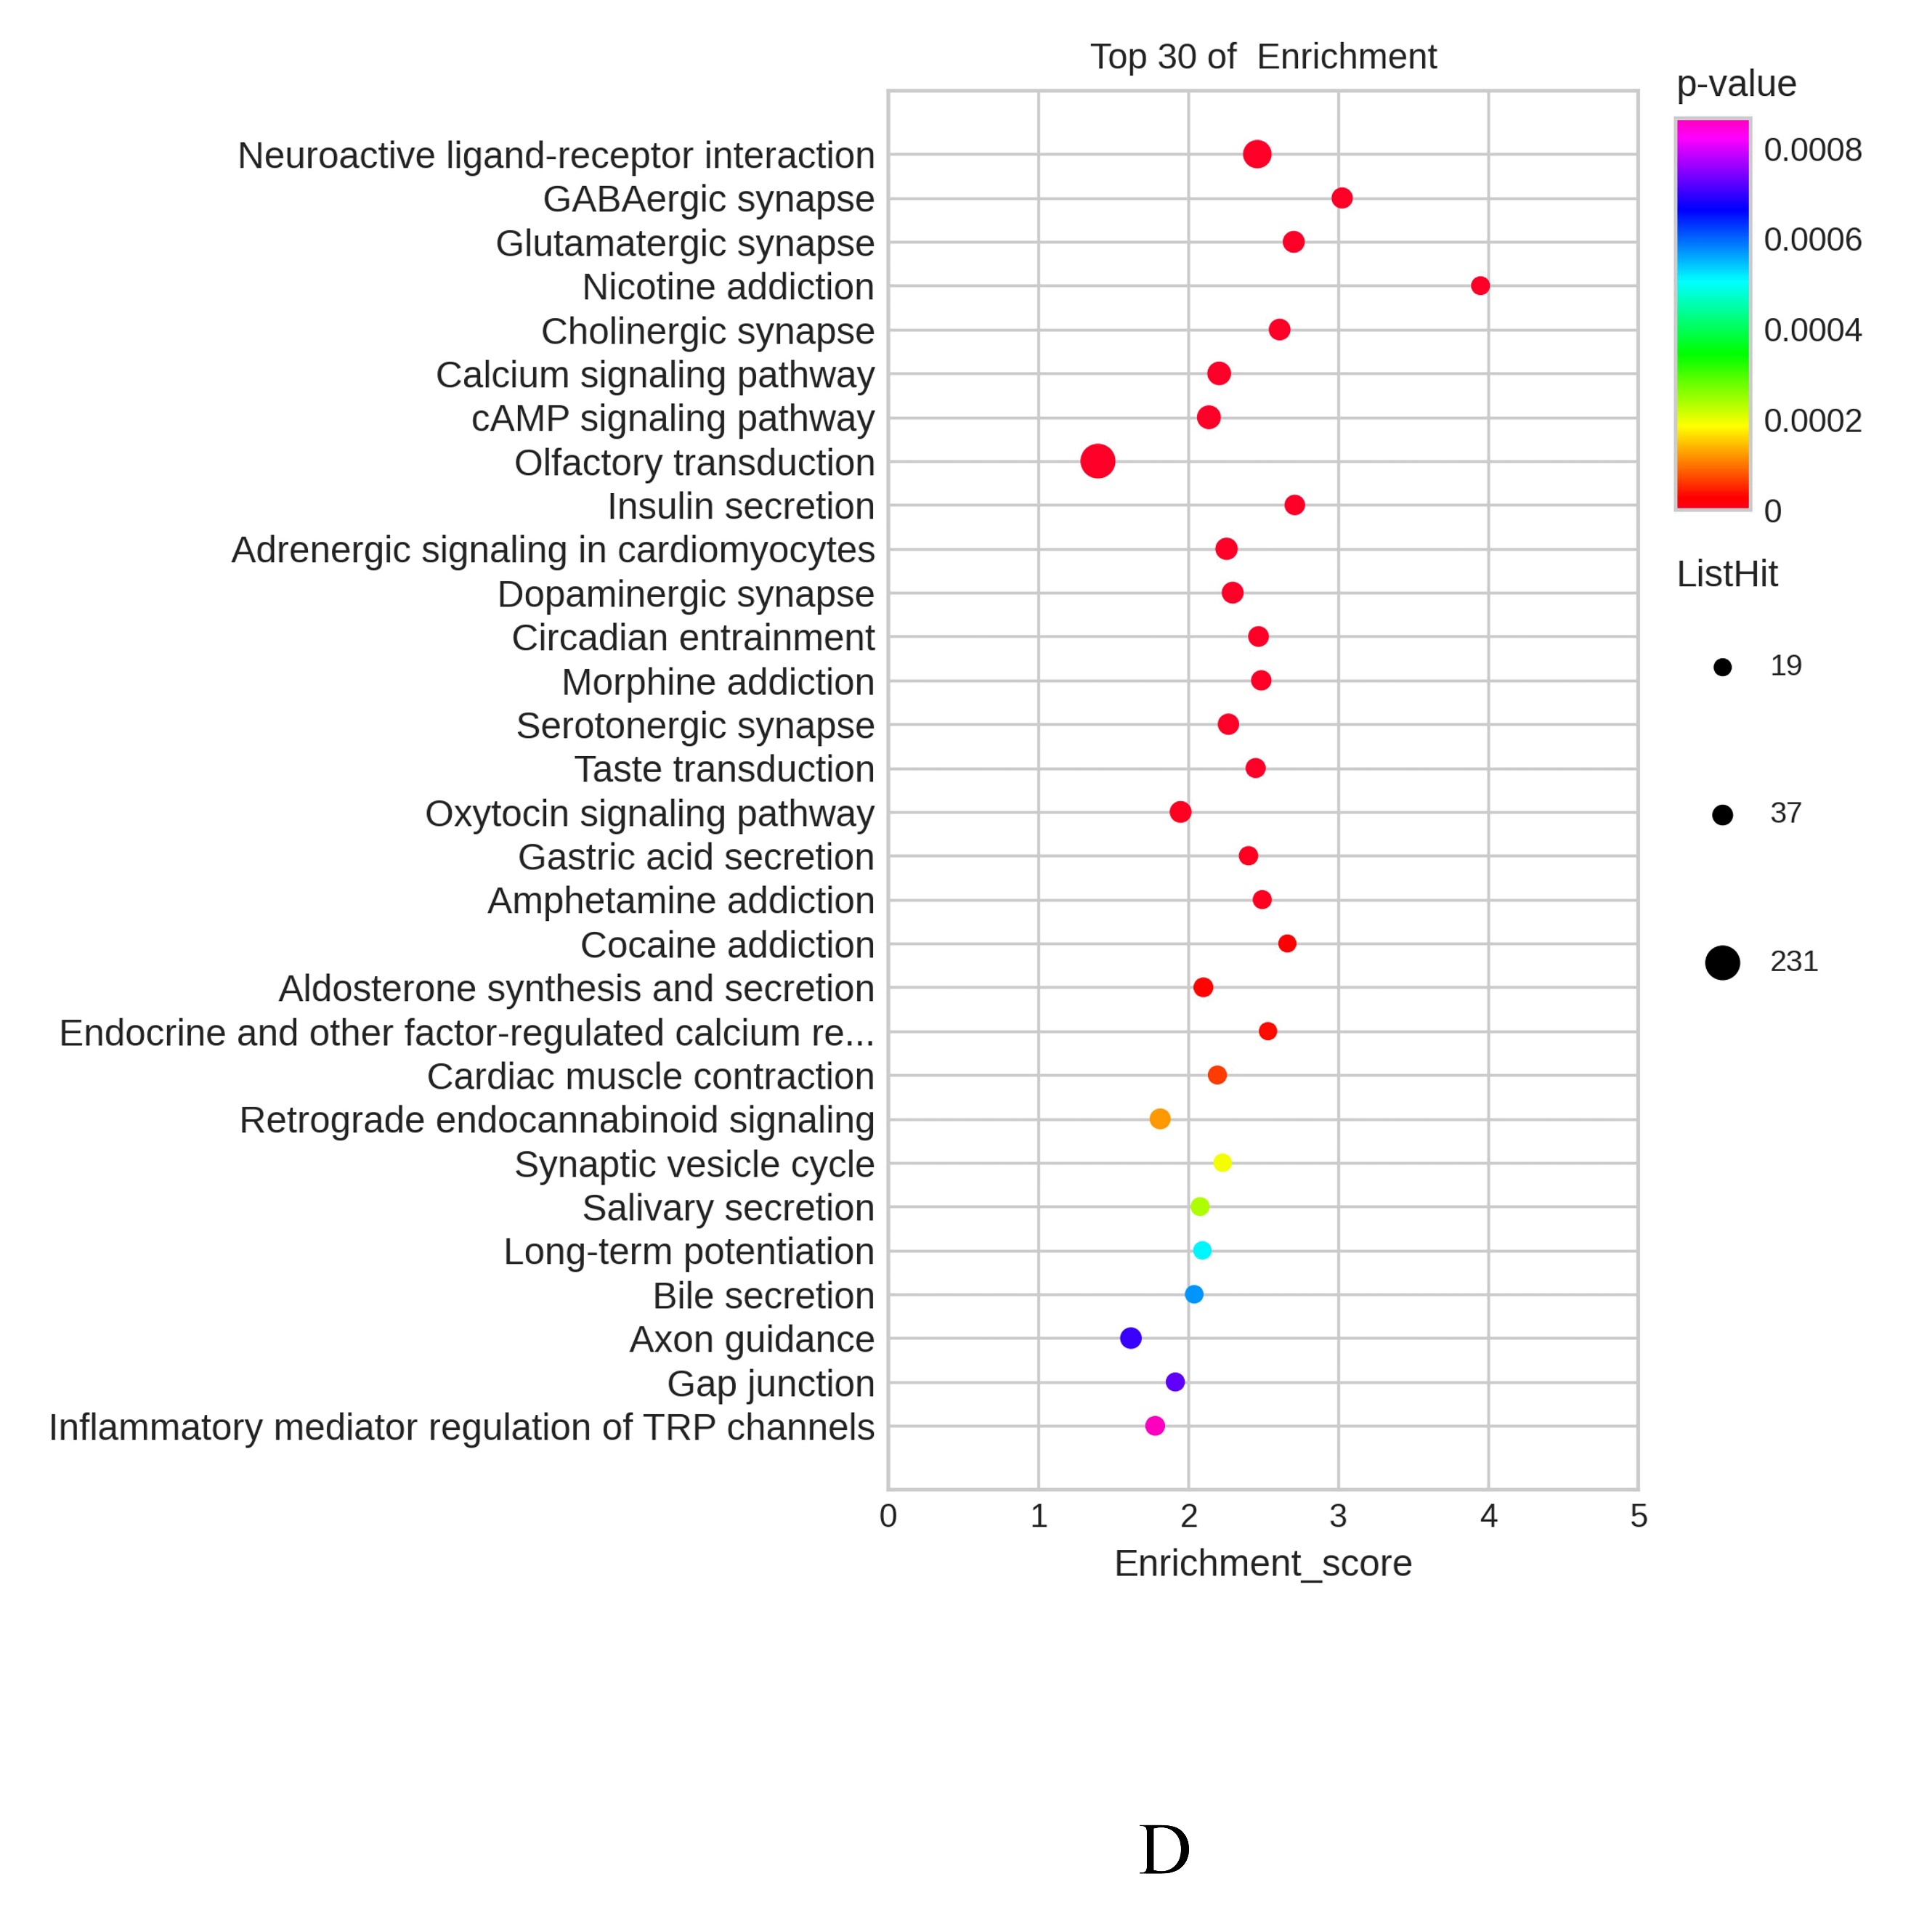

**Supplement:** Supplementary Materials — Supplementary Table 1: the primer sequences used in this study for qRT-PCR. Supplementary Table 2: the 40 key lncRNAs screened using the SVM-RFE algorithm. Supplementary Figure 1: box plot showing the distribution of lncRNA expression values in 6 samples from the sham group (n = 3) and SCI group (n = 3). Supplementary Figure 2: GO and KEGG pathway functional enrichment analyses of the upregulated (A, B) and downregulated (C, D) DE mRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

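Spinal cord RNA of 3 sham rats and 3 rats with SCI, taken 3 days after surgery, was measured on 6 one-colour arrays of the rat ceRNA design. The authors deposited, for each array, the scanner output of Feature Extraction 10.7.1.1. Its processed signal is an intensity on a linear scale, which the authors' scanner software corrected for local background and for trends within the array, with no normalization between arrays. The deposited output also gives the mean intensity of each spot, the median intensity of its background, and marks for spots that are well above background, saturated or outliers. The authors further deposited a table of log2 values of the same arrays for 60152 probes, quantile normalized across the 6 arrays. Each column correlated at 0.99999 or more with the log2 values of its own array as normalized here.

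The log2 processed signal of the 61537 spots other than controls was quantile normalized across the 6 arrays, as the paper's methods describe, and spots of the same probe were averaged, which concerned 154 probes printed more than once. Spots marked as outliers were left out where the probe had another spot. A probe was kept when it was well above background on all 3 arrays of at least 1 group, for which at least 50% of its spots had to be marked so. This follows the paper's rule that over 75% of the samples of 1 group be detected. SCI and sham were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with data.table 1.17.8 for reading; p values were adjusted by the Benjamini-Hochberg method over the 42289 probes kept. A DE probe changed by at least 2-fold, with an unadjusted p under 0.05 at the paper's threshold or an adjusted p under 0.05. Figures were drawn with matplotlib 3.10.9 in python 3.11.15. The procedure was tested on simulated data with 3 arrays per group: of 200 probes given a known change, 176 were recovered, with 2 false calls after adjustment and 186 at the unadjusted threshold among the 42289 probes. The known changes were all larger than 2-fold, the noise was normal and independent between probes, and no slide effect was simulated. The test therefore gives no error rate for the reported counts.

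Precision is limited by the number of arrays, 3 per group. Between 66.1% and 70.3% of the probes were well above background on an array. Where a probe was not well above background on any array of a group, its fold change is a lower bound, and where it was not in either group, none is given. The 2 groups lie on 2 slides, scanned 227 days apart, and no slide holds both groups, so that a slide effect could not be fitted.

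The transcripts named were fixed before the data were examined: every transcript and gene that the paper names from these arrays, and the 5 lncRNA and 5 mRNA probes with the largest change in each direction among those measured on all 6 arrays. The deposited files carry no transcript or gene names and mark only circRNA probes. The classes lncRNA and mRNA were therefore not applied, and at most 2 unnamed probes per direction are given. The 20 transcripts of Table 1 were assigned to probes by their fold change and p, of which 1 probe each had both. Of these 20, 2 had a symbol in the gene table of assembly GRCr8 that was available.

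The alternatives set before the data were examined were a 75th percentile shift in place of quantile normalization, normexp with an offset of 50 on the mean and background intensities, no filter, a filter on all 6 arrays, GeneSpring-like marks for detection, a floor at the lowest well-above-background signal, the authors' processed values, the replicate number as a block, the ordinary linear model without moderation, and leaving out each array in turn. For pairs of probes they were the linear scale and a coefficient of at least 0.95. After the data were examined, the authors' processed values with the ordinary linear model without moderation were added, with the same filter and with a probe taken as detected when any of its spots was.

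The deposited files hold no names, and the probe sequences were not matched against transcript sequences. Several planned results were therefore not computed. These were DE lncRNAs and DE mRNAs as separate classes, the levels of the 40 key lncRNAs, and 1 probe per transcript. The levels of the transcripts named in the regulatory networks and the qPCR were not computed either. The same holds for the gene families behind the enrichment results and the marker lists of cell types. No enrichment, cis or trans regulation, transcription factor or miRNA result was recomputed. The qPCR was not analysed here.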

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

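The test of the circRNA counts under other normalizations was chosen after the result was seen.

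The paper reports lncRNAs and mRNAs, while the array also carries circRNA probes, which are singled out here because they show a signal in data that the paper did not analyse. Of the 2842 circRNA probes kept, 863 changed by at least 2-fold with an adjusted p under 0.05 in limma, 153 higher and 710 lower in SCI. Thus 82.3% of the changed circRNA probes were lower, against 53.7% of the DE probes for lncRNAs and mRNAs at the paper's threshold. The median log2 fold change of all 2842 circRNA probes was -0.34, against -0.02 for the other probes. Among the circRNA probes well above background on all 6 arrays, 706 changed and 578 of these were lower, and the median of all such circRNA probes was -0.27 on the log2 scale.

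The tables argue against 2 technical explanations as the whole cause of the lower circRNA signal. Its direction stayed with the other normalizations and the treatment of dim signals that were run: the share of lower probes among the changed circRNA probes was 87.9% with the 75th percentile shift, 85.8% with normexp and 81.4% with the signal floor, the lowest of these 3. Its size does depend on the processing: the median log2 fold change of all circRNA probes was -0.43 with the 75th percentile shift, -0.18 with normexp and -0.32 with the signal floor. The lower signal is not explained by signal level and GC content alone: of 10000 random lists of other probes with the same signal level and GC content, 0 had a median as low, and their medians lay between -0.10 and 0.06. Other properties of the circRNA probes were not tested.

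Other differences between the 2 slides and their samples, such as surgery, RNA preparation or time, cannot be told apart from SCI, since 0 slides hold both groups. Of the 10 ways to split the 6 arrays into 3 and 3, 1 gave a count of changed circRNA probes as large, the real one, and the others gave 0 after adjustment in limma, with at most 261 probes for lncRNAs and mRNAs at the unadjusted threshold; with 10 splits, the count of splits alone cannot exclude chance at a share under 0.05. A lower level of circRNAs after SCI stays open as a hypothesis that these arrays cannot separate from the slides.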

How the results depend on the processing

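The added alternatives with the authors' processed values and no moderation were chosen after the data were examined; the others were set before.

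The numbers of DE probes for lncRNAs and mRNAs together, 14488 at the paper's threshold and 14339 after adjustment, stayed within 1.5 times these values under all alternatives run except normexp, from 9990 with the filter on all 6 arrays to 17210 without a filter at the paper's threshold. With normexp they were 5804 and 5786, and the number of changed circRNA probes was 316 in place of 863. Its offset of 50 is added to every intensity, which makes log2 differences between dim signals smaller. The offset and the background correction were not run apart, so the fall cannot be laid to the background correction alone. Of the 5804 probes, 5768 were also DE in the reported comparison. The share of DE probes higher in SCI was 46.3% as reported, 38.9% with the 75th percentile shift, 50.1% with the signal floor and 50.0% with normexp. The 75th percentile shift moved the median log2 fold change of all probes by -0.06.

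Leaving out each array in turn gave 13481 to 15258 DE probes at the paper's threshold, 13207 to 14930 after adjustment and 788 to 917 circRNA probes. Probes without overlap of the groups numbered 29036, 29173 with the 75th percentile shift and 30432 to 31839 with an array left out, where chance gives more than the 10% of 3 against 3.

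The replicate number as a block gave 14448 DE probes at the paper's threshold and 14174 after adjustment, and 853 circRNA probes. The numbers do not pair the samples: after each group's mean was removed, the arrays of the same number correlated at -0.11, -0.08 and -0.16. A slide block could not be fitted, because each slide holds 1 group. The alternative with 1 probe per transcript was not run, because the files give no transcript names, and neither were those on gene families, marker lists and key lncRNAs.

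The limit of pairs past 0.99 for any 40 DE probes was 102243. It was 96806 on the linear scale, 109600 with the 75th percentile shift, 102091 with the authors' processed values and 382694 with a coefficient of at least 0.95, as a lower threshold must raise it. With an array left out it was 125334 to 164144, since coefficients over 5 arrays pass 0.99 more easily; 154805 without sham replicate 3 and 164144 without SCI replicate 3 exceed the reported limit by more than 1.5 times.

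All 20 transcripts of Table 1 kept their direction and an adjusted p under 0.05 in each of the 325 values from the 17 alternatives that give one, with adjusted p of at most 0.0047; the filter on all 6 arrays leaves 5 of them. For the bounds, each adjusted p belongs to the fitted change and not to the bound. Some alternatives, such as the replicate block, cannot move the fold change at all. The smallest log2 values in each direction came with normexp, 2.25 for NONRATT006253.2 and -1.17 for XR_001838225.1, both as bounds. With 1 array left out, NONRATT021749.2 (sham replicate 2), ENSRNOT00000009392 (sham replicate 3) and XM_006232396.2 (SCI replicate 3) were no longer measured in 1 group; the bounds left for the latter pair, 7.93 and -5.21 against fitted values of 8.73 and -5.80, are smaller by more than 1.5 times as folds. The 36 values of the GAPDH and PGK1 control probes under the alternatives kept their direction; the PGK1 3' probe was at -0.01 with the 75th percentile shift.

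Signal over background limits what the arrays show. On no array were 13598 of the 60148 probes well above background, and 898 of the probes counted as higher and 1755 of those counted as lower are set against a group in which no array measured them.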

Differences from the paper's values

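Of the 20 transcripts of Table 1, 10 are reported with a fitted fold change, and none of these differed from the paper's by more than 1.5 times, as their assignment by the fitted fold change requires. The other 10 are lower bounds, which are smaller than the paper's fold changes and do not exclude them: NONRATT006251.2 was at least 52.7-fold higher, against 196.361 in the paper, and XM_006236630.3 at least 261-fold, against 875.0873735 in the paper. Of the 10 fitted fold changes, 9 with normexp and 3 with the signal floor differed from the paper's by more than 1.5 times and more than the replicate SD.

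DE lncRNAs and DE mRNAs were not counted separately. Together, the paper's numbers make 13831, of which 6396 are upregulated and 7435 downregulated, and the reported comparison gives 14488. With the ordinary linear model without moderation on the authors' processed values and a probe detected when any of its spots is, an alternative chosen after seeing the values, the count was 13832, with 6397 higher and 7435 lower.

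The paper's number of pairs of key lncRNAs and DE mRNAs with a coefficient of at least 0.99 is 230951. In the deposited arrays, no 40 of the 14488 DE probes have more than 102243 pairs past 0.99 with other DE probes of either class, and at least 93 DE probes are needed to reach the paper's number. The 2 numbers can be compared only if the paper counted 1 probe for each of its 40 key lncRNAs, which was not tested: the paper lists 30 of the 40 by a gene identifier, and the files do not show how many probes such a gene has. With 1 probe each, of the alternatives set before the data were examined, the limit stays below the paper's number by more than 1.5 times on the linear scale, with 96806, with the 75th percentile shift, with 109600, with the authors' processed values, with 102091, and without sham replicate 1, sham replicate 2, SCI replicate 1 or SCI replicate 2. It is within 1.5 times of it without sham replicate 3, with 154805, and without SCI replicate 3, with 164144, and above it for a coefficient of at least 0.95, with 382694.

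The paper states that most of its pairs are positively associated; over all pairs of DE probes past 0.99 the share was 57.5%. Its own count, 115244 of 230951, is 49.9%.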

Other observations

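The tests of the PGK1 probes, of the spike-in differences before normalization and as a common factor, and of signals near background, and the reading of the excess of lower probes by the 75th percentile shift apart from normexp, were chosen after the results were seen.

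The groups lie on 2 slides, and the spike-in transcripts differ between them. If equal amounts were added to all samples, they should not; 7 of the 8 measured on all 6 arrays differed by 1 or more on the log2 scale after normalization, and all 8 were higher in SCI. The normalization does not create this, since the median difference before it was 1.89. A common factor, such as another amount of spike-in mix against the sample RNA, does not account for all of it, since the differences span a range of 1.52 over the transcripts, where the standard error of a difference is at most 0.05; a mix of other composition was not tested. With the 75th percentile shift and with normexp, 6 of the 8 differed by 1 or more. A difference between the slides in labelling, hybridization or scanning that depends on the signal or the probe is therefore a candidate explanation for part of the DE probes. Of the 9971 DE probes at the paper's threshold that were well above background on all 6 arrays, 8094 changed by no more than 2.09, the largest spike-in difference, and 1877 by more. All 8 spike-in transcripts were higher in SCI, so 2.09 gives no scale for the probes lower in SCI. It also includes whatever a common factor adds.

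The tables argue against 2 simple trends as the cause of the DE probes. After removal of a smooth trend over the GC content of the probes, which ran only from -0.03 to 0.06 on the log2 scale, 14489 DE probes were left. After removal of a trend over the spot's row and column, from -0.05 to 0.03, 14486 were left. Other differences between the 2 slides and their samples, such as surgery, RNA preparation and time, cannot be told apart from SCI, since 0 slides hold both groups. Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many DE probes at the paper's threshold and 1 as many after adjustment, in each case the real split; the others gave at most 261 and 0. With 10 splits, the count of splits alone cannot exclude chance at a share under 0.05. SCI itself stays open as the biological explanation, which this design cannot test apart from the slide.

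More DE probes were lower than higher in SCI, by 1068 as reported. Its size depends on the normalization: the 75th percentile shift moved the median log2 fold change by -0.06 and gave an excess of 3258. Whether the normalization accounts for the excess cannot be told from this, since the only shift run enlarges it. With normexp, which changes the background correction and adds 50 to every intensity before the same normalization, the excess was 0. With signals near background raised to a floor, 28 more probes were higher than lower. The excess may therefore come from the handling of signals near background, and the normalization is not excluded.

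The coexpression of DE probes may largely come from the difference between the groups alone: after the values of 1 member of each pair were shuffled among the arrays of the same group, 69.7% of the share of pairs past 0.99 was left.

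The control probes for PGK1 moved apart. The 5' probe was higher in SCI by 0.77 and the 3' probe was at -0.19 on the log2 scale, with the same directions under the 75th percentile shift, where the 3' probe was at -0.01, normexp and the authors' processed values. The 5' minus 3' log2 signal rose by 0.95 from sham to SCI. For GAPDH the 5' minus 3' signal changed by 0.082, within the SD of 0.09 between sham arrays. In sham it was -2.75 for GAPDH and -6.06 for PGK1, so GAPDH need not move as PGK1 does. A difference in RNA integrity or copying length is therefore not excluded. The explanation by the slides also stays open, as for the DE probes, and no biological explanation was tested. The GAPDH 3' and 5' probes, for the reference gene of the qPCR, were at -0.42 and -0.33, and at -0.24 each with the 75th percentile shift.

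Among the probes without a name that were well above background on all 6 arrays, rclstr_47052_289_18 had a log2 fold change of 7.59 (standard error 0.23, adjusted p = 3.1e-05 from limma) and rclstr_27420_898_9 of 7.44 (standard error 0.12, adjusted p = 9.2e-06 from limma). In the other direction, rclstr_40853_881_43 was at -5.14 (standard error 0.09, adjusted p = 1.8e-05 from limma) and rclstr_66066_7_24 at -5.06 (standard error 0.28, adjusted p = 7.0e-05 from limma). All 3 SCI arrays lay on the same side of all 3 sham arrays for these 4 probes.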
